# *MiR‐29a/b* Suppresses CD8^+^ T Cell Effector Function and Intestinal Inflammation

**DOI:** 10.1002/EXP.20240363

**Published:** 2025-06-10

**Authors:** Yingying Lin, Yuqi Wang, Yuning Zhang, Yao Lu, Juan Chen, Yongting Luo, Jian He, Qingfeng Luo, Heng Quan, Weiru Yu, Yujia Luo, Peng Xue, Yi Xue, Xiaoya Lin, Rui Ding, Lining Chen, Yiran Wang, Zenghui Xia, Liang Zhao, Hao Zhang, Ran Wang, Qingyu Wang, Xifan Wang, Jiaqi Su, Fazheng Ren, Cong Lv, Yixuan Li, Huiyuan Guo

**Keywords:** CD8^+^ T cell, differentiation, *Ifng*‐JAK‐STAT, *miR‐29a/b*, ulcerative colitis

## Abstract

The role of CD8^+^ T cells in the pathogenesis of ulcerative colitis (UC) remains unclear. Similarly, the posttranscriptional regulation of the highly heterogenic CD8^+^ T cell populations and their effector function in IBD also remains poorly understood. Here, we find that *miR‐29a* and *‐29b (miR‐29a/b*) regulate T cell fate, and their expression is higher near damaged colon tissue in patients with IBD compared to controls. In mice, we find that *miR‐29a/b* suppresses the differentiation of CD8^+^ T cells and the secretion of pro‐inflammatory and chemotactic factors during severe colitis by inhibiting transcriptional pathways, including those involving the T cell receptor and JAK‐STAT signaling. Furthermore, we identify *Ifng*, an inflammatory factor that drives immune response and the reshaping of CD8^+^ T cell fate, as a potential target of the miRNAs. Finally, we show that delivery of miR‐29 mimics to the colon of mice is sufficient to alleviate DSS‐induced inflammation. Together, these data show that *miR‐29* plays an important role in suppressing T cell overactivation during inflammatory diseases.

## 1 Introduction

Ulcerative colitis is a complicated and multifactorial condition marked by damage to the epithelium and the submucosal buildup of inflammatory cells [1]. Immune cells trigger vital processes during the inflammatory response. These processes include the release of proinflammatory cytokines, which enhance mucosal immunity and ultimately aid in the elimination of pathogen‐infected cells [2]. Additionally, the colonic lamina propria is home to T cells dwelling in tissue, which have the capacity to abnormally penetrate the mucosa and increase inflammation, thus contributing to tissue damage in patients with IBD [3]. Accordingly, it has been determined that aberrant T‐cell‐mediated tolerance and excessive effector T cell activation are important factors in the development and course of the illness [3]. Consequently, there is a great deal of study being done on the molecular mechanisms that control these activities.

While the majority of research has concentrated on the relationship between CD4^+^ T cells and inflammation, more focus is now being paid to the function of CD8^+^ T cells, which secrete cytokines that activate immune cells to combat pathogens during the inflammatory phase of IBD and effector molecules that kill intracellular pathogens [4]. A growing body of research indicates that the function of CD8^+^ T cells in UC has been disputed, with certain reports demonstrating its anti‐colitogenic qualities [5], while others indicate their contribution to tissue inflammation [6]. Such contradictory results could be partially explained by the origin of the CD8^+^ T cells. An additional credible rationale is based on the inherent variations of CD8^+^ T cell subsets, which exhibit a wide range of phenotypes and functions [7, 8, 9, 10]. Patients with IBD have highly heterogenic CD8^+^ T cell populations in their colons, which take on distinct phenotypes based on co‐stimulatory molecules, cytokine stimulation, and the degree of TCR‐antigen interaction [7, 8, 9]. Furthermore, studies using transcriptional profiling on peripheral CD8^+^ T cells have revealed inherent variations in patients' age, gender, and level of inflammation [11]. Additionally, memory CD8^+^ T lymphocytes that reside in the tissue of the small intestine and colon have distinct functional characteristics, in addition to specific transcriptional requirements for their upkeep [12]. Although there is evidence that CD8^+^ T cells contribute to the pathophysiology of UC, the degree of heterogeneity, transcriptional regulation, and effector function of different populations have not been thoroughly examined. Therefore, a better comprehension of the various pools of CD8^+^ T cells and the transcriptional regulation governing them may make it possible to identify therapeutic targets that will help IBD patients regain their balance and health.

MicroRNAs (miRNAs), which inhibit gene expression at the post‐transcriptional level, are changed in inflammatory bowel disease, and are crucial in controlling the disease's development [13]. In T cells, miRNAs are involved in many different biological processes and are essential for thymic development, homeostasis, survival and the activation of effector and memory cell differentiation [14]. For instance, effector cells have increased expression of *miR‐17‐92*, which promotes PI3K‐Akt‐mTOR signaling and leads to effector cell proliferation [15, 16], conversely, *miR‐155* expression promotes the growth of CD8^+^ T cells by attenuating the type I interferon's anti‐proliferative action upon infection [16]. Furthermore, *miR‐206* drives Kupffer cells' M1 polarization, which aids in the recruitment of CD8^+^ T lymphocytes [17]. All of these findings have contributed to the widespread belief that the levels of miRNAs controls the trajectory of CD8^+^ T cells, though these studies have mainly focused on their function in tumor and infection models, which are rare in IBD.

Levels of *miR‐29a* and *‐29b (miR‐29a/b*) are elevated in IBD [13], indicating that they may be involved in multiple pathophysiological networks. These miRNAs have been studied in CD4^+^ T cells [18], but minimally in the effector roles of CD8^+^ T lymphocytes in inflammatory bowel disease, though increasingly, evidence suggests that *miR‐29a/b* have a significant regulatory role in CD8^+^ T cells' memory capacity. Firstly, one of the most highly expressed miRNAs in adult mouse naïve CD8^+^ T cells is *miR‐29a* and adult mice lacking *miR‐29a* are unable to establish efficient memory recall responses during chronic infection [19]. Secondly, *miR‐29a* promotes the growth of memory‐like CD8^+^ T cells and reduces CD8^+^ T cell exhaustion during a prolonged infection [20]. Notably, possible *miR‐29a/b* targets include *Tbx21* (the gene encoding Tbet), *Eomes* and *Dnmt3a*, regulators that define CD8^+^ T cell fate [21]. In addition, other studies have reported that *miR‐29a/b* participate in the anti‐inflammatory response [22] and the regulation of helper T cell and dendritic cell fates [23, 24]. Finally, we previously found that supplementation with miR‐29b could ameliorate intestinal mucosa damage in mice given DSS (a model of colitis), as well as accelerating the recovery of damaged intestinal epithelium [25]. Thus, an important unanswered question is whether *miR‐29a/b* can participate in the differentiation process of CD8^+^ T cells in IBD to affect their effector function, in addition to regulating their the memory function.

Herein, we show that *miR‐29a/b* were significantly upregulated in patients with IBD and in DSS‐treated mice. Surprisingly, we discovered that mesenchymal intrinsic expression of *miR‐29a/b* was required to shield mice from severe DSS‐induced colitis and suppressed CD8^+^ T cell overactivation and differentiation, potentially by suppressing the Ifng‐JAK‐STAT signal. Furthermore, we developed a nanophase system to locally deliver miR‐29a/b mimics and found that approach could suppress the inflammatory response in the DSS model, suggesting the existence of a new posttranscriptional regulatory element that protects against severe intestinal inflammation when mucosal inflammatory damage occurs.

## 2 Results

### 2.1 *MiR‐29ab1* is Closely Related to the Regulation of T Cell Fate

Patients were ranked according to their *miR‐29a/b* expression levels and, we conducted Spearman correlation analysis between all genes of each patient and *miR‐29a/b*, and those with *p* < 0.05 were considered significantly correlated based on the TCGA‐COAD/READ dataset. GSEA was conducted based on the above genes, and all the enriched pathways associated with diseases were shown in Figure 1A,B. Inflammatory bowel disease was both negatively related to *miR‐29a* and *miR‐29b* (Figure 1A,B). In addition, the gene ontology (GO) analysis was conducted based on the above genes and we identified a large number of correlated genes related to *miR‐29a/b* belonging to T cell fate regulation processes based on the gene ontology (GO) analysis (Figure 1C,D). Furthermore, by gene set enrichment analysis (GSEA) we found that T cell differentiation, T cell receptor signaling pathway and the Janus Kinase‐signal transducer and activator of transcription (JAK‐STAT) signaling pathway, as well as numerous inflammatory signaling pathways, are negatively correlated with *miR‐29a/b* (Figure 1E,F and Figure S1A,B, Supporting Information). In view of these statistical analyses, *miR‐29a/b* was negatively related to inflammatory signaling pathways, and the miRNAs are likely to influence the inflammation response by controlling T cell fate.

**FIGURE 1:**
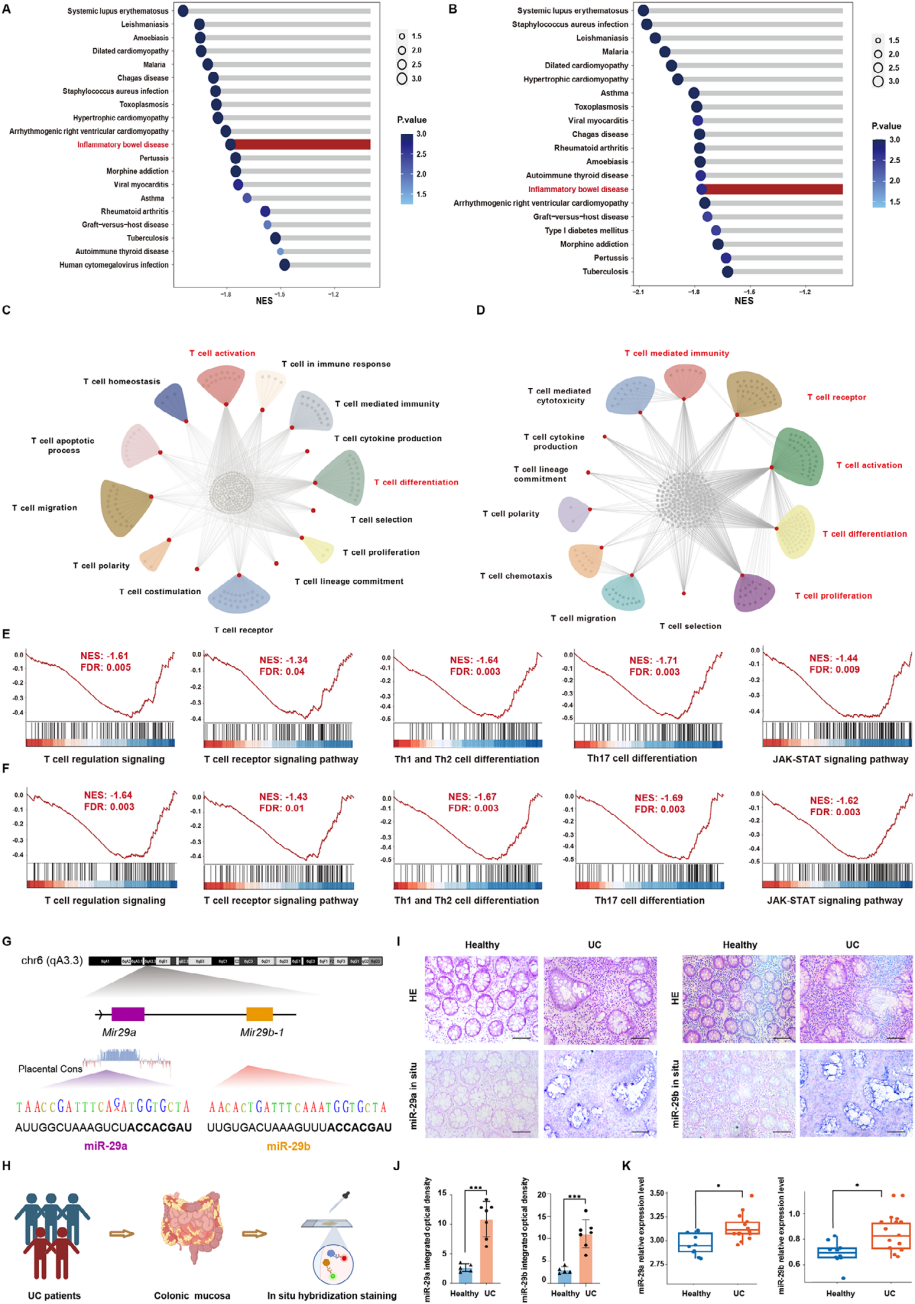
*MiR‐29a/b* is closely related to the regulation of T cell fate. (A) Disease‐related pathways enriched in GSEA on genes related to hsa‐miR‐29a‐3p in COAD and READ data set from TCGA platform. *n* = 8 normal tissues and 457 tumors in COAD, 3 normal tissues and 162 tumors in READ. (B) Disease‐related pathways enriched in GSEA on genes related to hsa‐miR‐29b‐3p in COAD and READ data set from TCGA platform. *n* = 8 normal tissues and 457 tumors in COAD, 3 normal tissues and 162 tumors in READ. (C, D) Genes related to T cell fate enriched by GO analysis. Each gray dot stands for a gene, the red dot for an enriched pathway, and the line that connects them all indicates the relationship between the genes and pathways. (E) T cell‐related pathway enriched in GSEA on genes related to hsa‐miR‐29a‐3p. The ranking metric scores (on the x‐axis) are calculated as correlation with expression of miR‐29a. (F) T cell‐related pathway enriched in GSEA on genes related to hsa‐miR‐29b‐3p. The ranking metric scores (on the *x*‐axis) are calculated as correlation with expression of miR‐29b. (G) The position and conservation of miR29a and miR29b found in UCSC GRCm38/mm10 dataset, and the sequence of miR‐29a‐3p and miR‐29b‐3p. (H) Schematic diagram showing the sample collection for in situ hybridization. (I) Histological images of colonic tissue and in situ hybridization for hsa‐miR‐29a‐3p and hsa‐miR‐29b‐3p in UC patients and healthy controls. *n* = 5–7. Scale bar: 100 µm. (J) Quantification of integrated optical density in situ hybridization for hsa‐miR‐29a‐3p and hsa‐miR‐29b‐3p in UC patients and healthy controls. *n* = 5–7. (K) The expression of hsa‐miR29a‐3p and hsa‐miR‐29b‐3p in UC and normal tissues from NCBI platform. *n* = 8–15. Data are presented as mean ± SD. Student's *t*‐test. * *p* < 0.05, ** *p* < 0.01.

Based on the negative correlation of *miR‐29a/b* with that of genes associated with the inflammatory process and T cell fate in CRC, we speculated that elevated *miR‐29a/b* also contributes to ulcerative colitis (UC) by suppressing T cell activation. Considering the absolutely high conservation of the *miR‐29a/b* locus among different species (Figure 1G), mice represent a proper model of human disease to study these miRNAs regarding their role in inflammatory responses. But first, to examine the expression change of *miR‐29a/b* in UC, we first performed in situ hybridization and found that *miR‐29a/b* was mostly expressed in the injured epithelium in patients with UC compared to adjacent healthy tissue from each of the same patients (Figure 1H–J). Furthermore, differential analysis and screening of the differential miRNA from GEO datasets (Data from GSE48959) were performed using the R language package (Limma). We discovered that *miR‐29a* and *miR‐29b* were significantly higher in the inflammatory mucosa of patients with UC patients compared to controls (Figure 1K), implying that *miR‐29a/b* is essential to response to severe colitis.

### 2.2 Deletion of *MiR‐29ab1* Contributes to T Cell Activation Under Physiological conditions

Subsequently, we examined the impact of deletion of *MiR‐29ab1* on the colon by using *MiR‐29ab1* germline knockout (*MiR29ab1^−/−^_,_* KO) mice, which resulted in no significant difference in colon length and weight, crypt height, cell proliferation in the crypt or the quantity of apoptotic cells in contrast to wild‐type (WT) mice (Figure S2A–P, Supporting Information). Unexpectedly, we found that the amount of T lymphocytes with CD45^+^, CD3^+^, and CD4^+^ labels was not appreciably changed by the lack of *MiR‐29ab1*, but the quantity of CD8^+^ T lymphocytes was noticeably higher in the physiological settings than in the WT mice. (Figure 2A,B). These results imply that the lack of *MiR‐29ab1* during homeostasis modifies the landscape of colonic immune cells.

**FIGURE 2:**
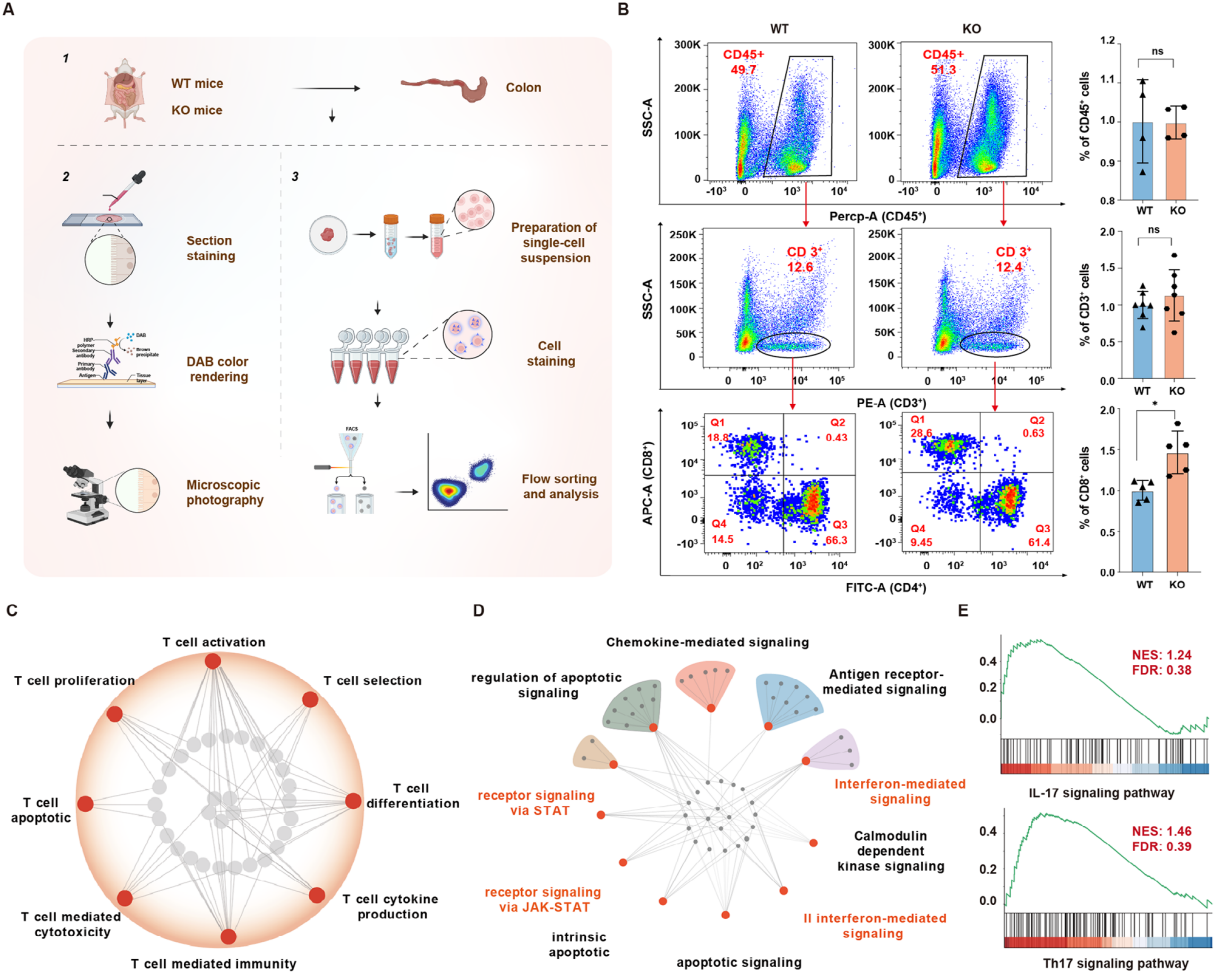
Deletion of *MiR‐29ab1* contributes to T cell activation under physiological conditions. (A) Schematic diagram showing the experimental design for detecting various types of cells in colon. (B) Flow cytometry analysis of CD45^+^, CD3^+^, and CD8^+^ cells of WT and *MiR‐29ab1^−/‐^* mice under physiological conditions. *n* = 4–7 mice in each group. (C) T cell‐related biological process enriched in GO analysis on RNA‐seq from WT and *MiR‐29ab1* ^−/‐^ mice under physiological conditions. *n* = 4 mice in each group. Each gray dot stands for a gene, the red dot for an enriched pathway, and the line that connects them all indicates the relationship between the genes and pathways. (D) Signaling pathways enriched in GO analysis on RNA‐seq from WT and *MiR‐29ab1* ^−/‐^ mice under physiological conditions. *n* = 4 mice in each group. Each gray dot stands for a gene, the red dot for an enriched pathway, and the line that connects them all indicates the relationship between the genes and pathways. (E) IL‐17 and Th17 signaling pathways enriched in GSEA from WT and *MiR‐29ab1* ^−/‐^ mice. *n* = 4 mice in each group under physiological conditions. Data are presented as mean ± SD. Student's *t*‐test or paired *t*‐test. * *p* < 0.05, ** *p* < 0.01.

Next, we performed RNA‐sequencing (RNA‐seq) study of colon tissue from WT and *MiR‐29ab1^−/−^* mice under physiological settings to obtain mechanistic insight into how *MiR‐29ab1* contributes to the control of T cell fate. 

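According to the paper, colon tissue of 4 WT mice and 4 *MiR-29ab1-/-* mice kept without dextran sulfate sodium (DSS) was sequenced. Total RNA was extracted with TRIzol, and the sequencing was done by a commercial provider. The authors deposited the number of reads they counted on each of 55889 genes in each mouse, without normalization, together with FPKM values and the p values of their own comparison. FPKM values are fragment numbers scaled to gene length and library size. The paper names the tissue as colon, while the sample labels name crypts of the small intestine. Across the 8 mice, the median level of 7 genes of the colon epithelium was 201 CPM (counts scaled to a common library size), from 30.0 for *Hoxd13* to 3073 for *Car1*. For 13 genes of the small intestine the median was 1.80 CPM, from 0 for *Apoa4* to 197 for *Fabp2*. Genes of epithelial cells in general (11 genes) had a median of 721 CPM and genes of smooth muscle (11 genes) a median of 0.154 CPM. The highest smooth muscle gene was *Mylk*, at 38.2 CPM. By these medians the organ goes with the paper's colon, while such low smooth muscle argues against the whole colon wall. Whether the samples were crypts or another epithelial part of the colon cannot be told from these levels. The reads counted on genes totalled 17177177 to 18185020 in WT mice (median 17751180) and 14231157 to 16100607 in *MiR-29ab1-/-* mice (median 15378243), so that every library of the WT mice was larger than every library of the *MiR-29ab1-/-* mice. The 10 genes with the most reads took 13.5% to 16.2% of the reads in WT mice and 13.3% to 17.0% in *MiR-29ab1-/-* mice. The smallest level this depth can show, taken as 3 reads, was 0.165 to 0.175 CPM in WT mice and 0.186 to 0.211 CPM in *MiR-29ab1-/-* mice, which covers counting error only.

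Genes with too few reads for a test were left out with edgeR's filter (a minimum count of 10 and a minimum total of 15), which kept 15441 genes. The counts were scaled by edgeR's TMM method, and genotypes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all genes tested. Genes with an unadjusted p under 0.05, the cutoff the paper gives, are reported beside those with an adjusted p under 0.05. The choices that can move the numbers include this filter, the test, the covariates, the correlation assumed between the genes of a list and the single mouse.

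The deleted hairpins lie on chromosome 6 of GRCm38, on the reverse strand. *Mir29a* spans 31062660 to 31062747 (88 bases, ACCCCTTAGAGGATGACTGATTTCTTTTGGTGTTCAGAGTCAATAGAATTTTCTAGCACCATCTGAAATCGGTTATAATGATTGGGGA) and *Mir29b-1* spans 31063023 to 31063093 (71 bases, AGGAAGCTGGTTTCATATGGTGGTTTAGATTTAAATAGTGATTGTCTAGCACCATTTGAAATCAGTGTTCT), with 275 bases between them. Both hold TAGCACCA, the first 8 bases of the mature 3p arm, whose reverse complement in a 3′ UTR is TGGTGCTA. No read was counted on *Mir29a* in any of the 8 mice, and *Mir29b-1* had 0 reads in each WT mouse and 0, 0, 1 and 1 reads in the *MiR-29ab1-/-* mice. The deletion itself was therefore not detectable in these libraries, and why the hairpins had almost no reads was not tested. The long noncoding RNA *Lncpint*, at 31082565 to 31220488 on the same strand, gave 0.812 ± 0.381 CPM (SD, n = 4) in WT mice and 146 ± 50.5 CPM (SD, n = 4) in *MiR-29ab1-/-* mice. Its log2 fold change was 7.47 (standard error 0.39, adjusted p = 1.1e-04 from edgeR's quasi-likelihood test). *Gm27019*, a noncoding RNA at 31063092 to 31063495 that overlaps the end of *Mir29b-1*, had 0 to 2 reads per WT mouse and 273 to 411 per *MiR-29ab1-/-* mice, and was at least 133-fold higher. A transcript to which the authors' table gives no gene name, at 31050635 to 31062626 on the forward strand, had 0 to 6 reads per WT mouse and 3288 to 5471 per *MiR-29ab1-/-* mice, a log2 fold change of 11.05 (standard error 0.40, adjusted p = 4.0e-06 from the same test). Whether the authors' counting used strand is not stated, so reads of overlapping transcripts on the other strand could be included in these counts. Every mouse stood on the side of its label by these 3 transcripts.

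**Figure D1:**
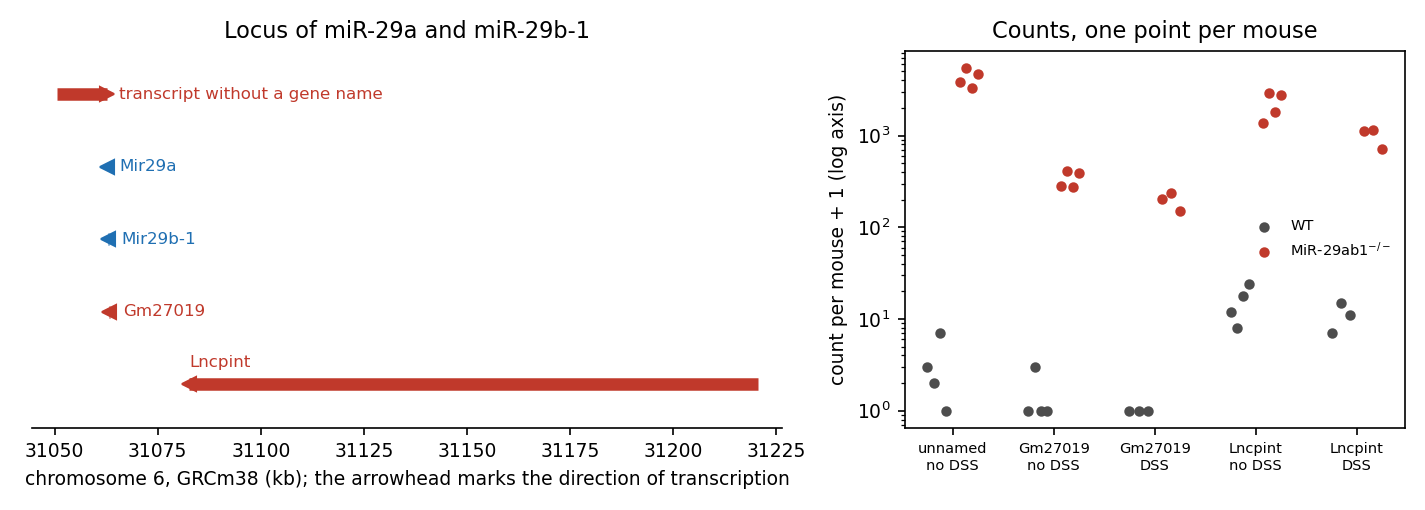
The region of *miR-29a* and *miR-29b-1* on chromosome 6 of GRCm38, in kilobases, with the arrowheads showing the direction of transcription, and the reads counted on 3 transcripts of the region in each mouse, plus 1, on a log axis, with the transcript without a gene name shown for the mice without DSS. Each point is a mouse, with 4 mice per genotype without DSS and 3 per genotype after DSS, and the WT and *MiR-29ab1-/-* mice do not overlap for any of the 3 transcripts.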

(Figure S2Q, Supporting Information). 

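Of the 15441 genes tested, 322 were higher and 244 lower in *MiR-29ab1-/-* mice than in WT mice at an unadjusted p under 0.05. At an adjusted p under 0.05, 3 were higher and 0 lower, and the 3 were *Lncpint*, *Gm27019* and the transcript without a gene name beside *Mir29a*. With no filter on low counts, the alternative that moved the unadjusted counts most, 703 genes were higher and 396 lower. DESeq2 moved the adjusted counts most, to 12 higher and 9 lower. The authors' deposited table gives p values for 27339 genes and holds the paper's 493 higher and 305 lower genes at an unadjusted p under 0.05, of which 27 have an adjusted p under 0.05. Of these genes in the authors' deposited table, 618 were among the genes tested here. Of the 566 genes called here at an unadjusted p under 0.05, 512 were also called in the authors' deposited table, all 512 in the same direction. Simulated counts with 200 genes changed 2-fold at this depth gave 167 of them (83.5%) at an adjusted p under 0.05. The changed genes were all well expressed and genes varied independently in the simulation. This share therefore does not hold for weakly expressed genes or for genes that vary together between mice.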

Compared to WT mice, our method revealed 305 down‐regulated and 493 up‐regulated genes in the colon tissue of *MiR‐29ab1^−/‐^* mice. 

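Spearman's correlation of the counts was taken for each pair of mice, over the genes with a read in either mouse. It was 0.949 to 0.958 for the 6 pairs of WT mice and 0.945 to 0.954 for the 6 pairs of *MiR-29ab1-/-* mice. Between the genotypes, the 16 pairs gave 0.943 to 0.957, so that the ranges within and between genotypes overlapped. Pairs within and between genotypes were not tested against each other. These correlations are across genes, which are not independent replicates. Away from the deleted hairpins, the smallest unadjusted p among genes whose genotypes did not overlap belonged to *Chga* (chromosome 12, 102554969 to 102565028), with 67.7 ± 11.3 CPM (SD, n = 4) in WT mice and 35.7 ± 3.80 CPM (SD, n = 4) in *MiR-29ab1-/-* mice. Its log2 fold change was −0.93 (standard error 0.13, adjusted p = 0.0971 from edgeR's quasi-likelihood test). *Chgb* had a log2 fold change of −0.91, *Akr1b8*, which lies on the chromosome of the hairpins within 10 Mb of them, of −0.78, *Meis3* of −0.93 and *Paqr5* of −0.50. Among the genes that were higher, *Cma1* had a log2 fold change of 1.93 (standard error 0.33) and *Mov10* of 0.64 (standard error 0.11). None of these 7 genes passed an adjusted p under 0.05.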

(Figure S2R–T, Supporting Information). 

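Gene lists for the pathways were written from the gene names in the paper's figures and from known members of each pathway, and each list was compared with all other tested genes by limma's camera test, which allows for an inter-gene correlation of 0.01, with adjustment over the 8 lists tested per experiment. A list's value is the mean log2 fold change of its tested genes. The interferon response list (29 genes, such as *Irf1*, *Psmb9* and *Rsad2*) had a mean of 0.75, with 29 of 29 genes higher in *MiR-29ab1-/-* mice (adjusted p = 1.7e-12 from limma's camera). Of these genes, 8 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05 over all genes. *Rsad2* (chromosome 12, 26442746 to 26456452) rose from 9.07 ± 2.71 CPM (SD, n = 4) to 19.0 ± 4.77 CPM (SD, n = 4), a log2 fold change of 1.07 (standard error 0.25, adjusted p = 0.82 from edgeR's quasi-likelihood test). Mice differed widely in this list. Its mean log2 CPM per mouse was 0.60 higher in *MiR-29ab1-/-* mice, with a two-sided exact permutation test p = 0.2 where 4 mice against 4 can reach 0.0286. With the inter-gene correlation estimated from the data, the alternative that moved this test most, the adjusted p of the interferon response list was 0.436.

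The JAK-STAT core list (19 genes for the kinases, STAT factors, receptors and inhibitors, 18 of them tested) had a mean of 0.13, with 14 of 18 genes higher (adjusted p = 0.137 from limma's camera). The JAK-STAT genes legible in Fig. 4G had a mean of 0.26, with 13 of 14 higher (adjusted p = 0.189 from limma's camera), and 0 of the 14 had an unadjusted p under 0.05. Of the 11 IL-17 genes of Fig. 4E, 3 had enough reads for a test. Their mean was 0.14 (adjusted p = 0.528 from limma's camera), and *Lcn2* was at 0.493 ± 0.0775 CPM (SD, n = 4) in WT mice and 0.688 ± 0.626 CPM (SD, n = 4) in *MiR-29ab1-/-* mice. The IL-17 response list (22 genes, 4 of them tested) had a mean of −0.13 (adjusted p = 0.528 from limma's camera, whose own direction for this list was up). The T cell list (19 genes, such as *Cd3e*, *Cd8a* and *Lck*) had a mean of 0.29, with 15 of 17 tested genes higher (adjusted p = 0.528 from limma's camera). The CD8 effector list (10 genes, such as *Gzmb*, *Prf1* and *Eomes*) had a mean of 0.14, with 6 of 8 higher (adjusted p = 0.831 from limma's camera, whose own direction for this list was down), and its mean log2 CPM per mouse differed by −0.10 between *MiR-29ab1-/-* mice and WT mice. *Cd8a* (chromosome 6, 71373427 to 71379173) was at 27.7 ± 19.7 CPM (SD, n = 4) in WT mice and 29.5 ± 22.7 CPM (SD, n = 4) in *MiR-29ab1-/-* mice, a difference smaller than the spread between mice. No collection of gene ontology terms was used here, so the enrichment analysis itself was not repeated. From the terms enriched among the genes with changed expression, the paper states that these genes took part in T cell activation and differentiation and in interferon, JAK-STAT and IL-17 signaling, and it proposes from these findings a function of *miR-29a/b* in colitis.

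**Figure D2:**
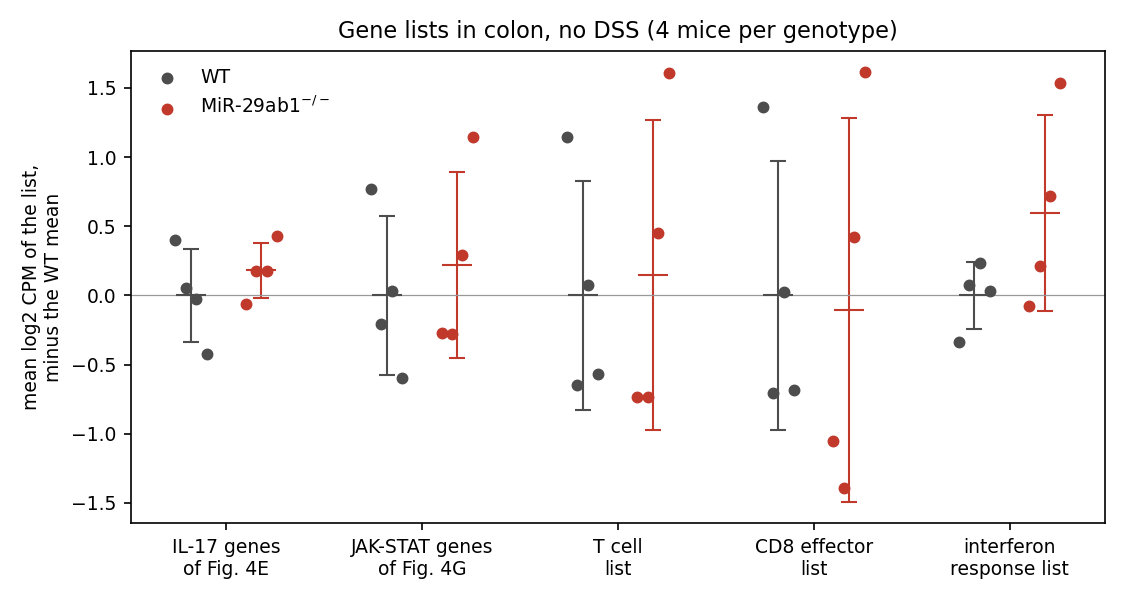
Mean log2 CPM of the tested genes of 5 lists in each mouse without DSS, minus the WT mean, with WT and *MiR-29ab1-/-* mice side by side; each point is a mouse (4 per genotype) and the bars give the mean and SD. The interferon response list differs by 0.60 between the means, and the mice of both genotypes overlap in all 5 lists.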

GO analysis revealed that the genes exhibiting changed expression were involved in the regulation of T cell fate, including T cell activation and differentiation (Figure 2C), and that the differentially expressed genes (DEGs) between WT and *MiR‐29ab1^−/‐^* mice contained numerous targets related to interferon‐mediated signaling and receptor signaling via JAK‐STAT, as well as the IL‐17 signaling pathway (Figure 2D–E). Together, all of these findings point to a possible function for *miR‐29a/b* in the setting of colitis.

### 2.3 Deletion of *MiR‐29ab1* Increases the Severity of DSS‐Induced Colitis by Regulating T Cell Activation and Differentiation

As CD8^+^ T cells were abnormally activated by *MiR‐29ab1* deletion, we hypothesized that such alterations were magnified in the context of inflammation, driving the exacerbation of UC. To gain insight into the function of *MiR‐29ab1* in colitis, we used DSS in the drinking water for 5 days to cause colitis in both WT and *MiR‐29ab1^−/−^* mice. After that, the mice recovered for 3 days by drinking untreated water (Figure 3A). To guarantee DSS intake, drinking water containing DSS was also regularly checked, with no difference in overall water intake between WT and mutant mice (Figure 3B). Following 5 days of DSS treatment, *MiR‐29ab1^−/−^* mice lost much more weight than WT mice treated with DSS on the 7th day, and their survival rate was also lower (Figure 3C,D). Histologically, *MiR‐29ab1^−/−^* mice had a shorter colon length and marked colon epithelial damage by day 5 compared to similarly treated WT mice (Figure 3E,F), with delayed intestinal regeneration by day 8 (Figure S3A, Supporting Information). A time‐course analysis revealed markedly less epithelial cell proliferation in *MiR‐29ab1^−/−^* mice in contrast to WT mice (Figure 3G and Figure S3B, Supporting Information). Furthermore, we found evidence of less barrier function in the colonic epithelium of *MiR‐29ab1^−/−^* mice, massive infiltration of myeloid cells, including leukocytes and macrophages, and higher levels of proinflammatory cytokines in *MiR‐29ab1^−/−^* mice in contrast to WT mice after DSS treatment (Figure 3H–N and Figure  S3C, Supporting Information).

**FIGURE 3:**
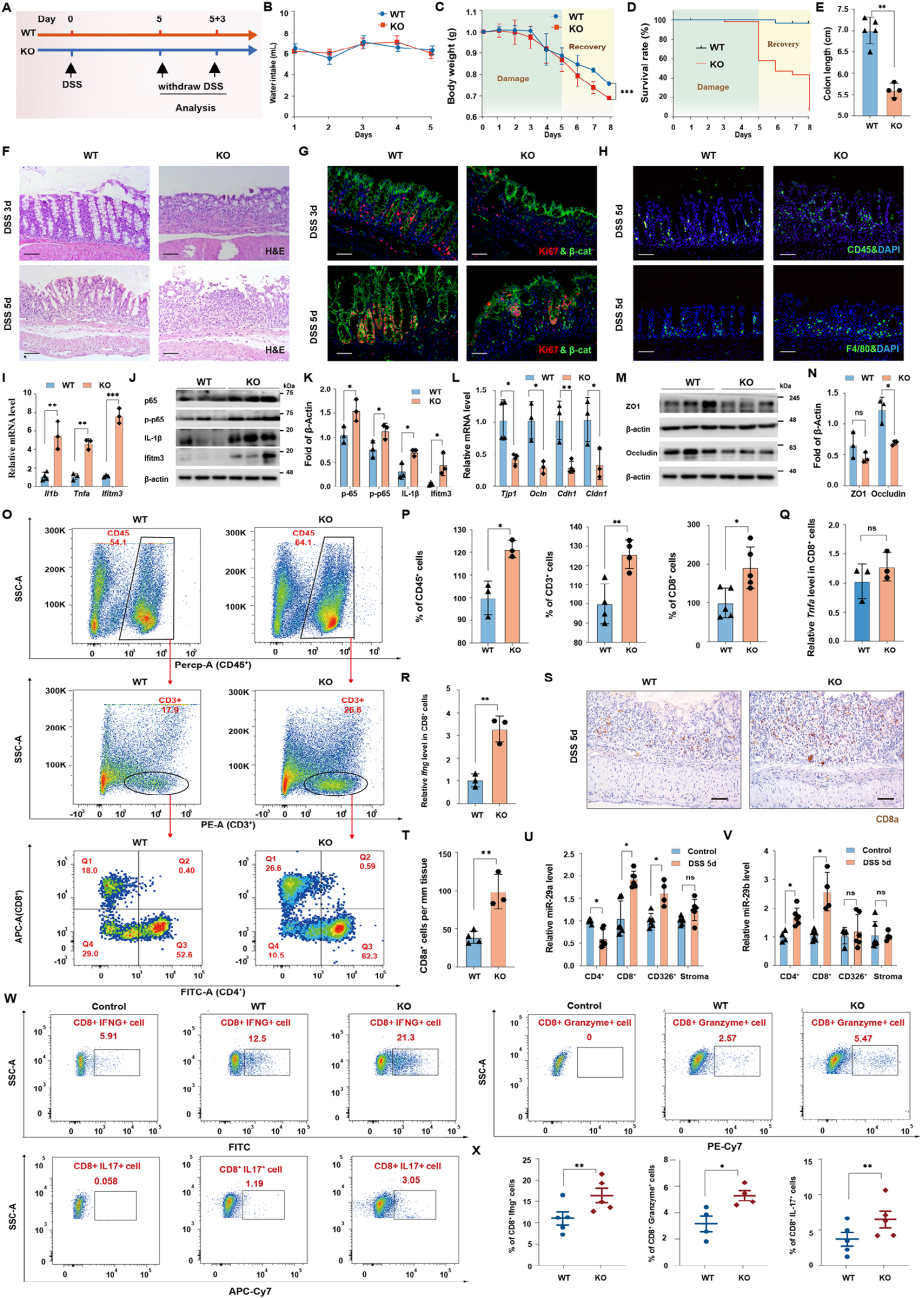
Deletion of *MiR‐29ab1* increases the severity of DSS‐induced colitis by regulating T cell activation and differentiation. (A) Schematic diagram showing DSS and analysis schedule. (B) Quantification of water intake in WT and *MiR‐29ab1^−/−^* littermates following 5 days of 3.5% DSS treatment. *n* = 6 mice in each group. (C) Quantification of weight loss in WT and *MiR‐29ab1^−/−^* littermates following 5 days of 3.5% DSS treatment. *n* = 2–18 mice in each group. (D) Survival curve of WT and *MiR‐29ab1^−/−^* littermates after 3.5% DSS treatment. *n* = 2–18 mice in each group. (E) Quantification of colon length in WT and *MiR‐29ab1^−/‐^* littermates following 5 days of 3.5% DSS treatment. *n* = 4–5 mice in each group. (F) Histological images of colonic tissue from WT and *MiR‐29ab1^−/−^* littermates at the indicated time points post DSS. Scale bar: 100 µm. *n* = 6 mice in each group. (G) Double immunofluorescence for Ki67 and β‐catenin in colon from WT and *MiR‐29ab1^−/−^* mice at the indicated time points post 3.5% DSS. Scale bar: 100 µm. n = 3 mice in each group. (H) Immunofluorescence for CD45 and F4/80 in colon from WT and *MiR‐29ab1^−/−^* mice following 5 days post 3.5% DSS. Scale bar: 100 µm. *n* = 3 mice in each group. (I) qPCR analysis for *ll1b*, *Tnfa*, and *Ifitm3* of colon from WT and *MiR‐29ab1^−/−^* littermates following 5 days post 3.5% DSS. *n* = 3–4 mice in each group. (J) Western blotting for p65, p‐p65, IL‐1β, and Ifitm3 from WT and *MiR‐29ab1^−/‐^* littermates following 5 days post 3.5% DSS. β‐actin was used as a loading control. *n* = 3 mice in each group. (K) Quantification analysis of proteins for p65, p‐p65, IL‐1β, and Ifitm3 in colon from WT and *MiR‐29ab1^−/−^* littermates following 5 days post 3.5% DSS. *n* = 3–4 mice in each group. (L) qPCR analysis for *Tjp1*, *Ocln*, *Cdh1*, and *Cldn1* of colon from WT and *MiR‐29ab1^−/−^* littermates following 5 days post 3.5% DSS. *n* = 3–4 mice in each group. (M) Western blotting for ZO1 and Occludin from WT and *MiR‐29ab1^−/−^* littermates following 5 days post 3.5% DSS. β‐actin was used as a loading control. *n* = 3 mice in each group. (N) Quantification analysis of proteins for ZO1 and Occludin from WT and *MiR‐29ab1^−/−^* littermates following 5 days post 3.5% DSS. *n* = 3 mice in each group. (O) Flow cytometry analysis of CD45^+^ T leukocytes, CD3^+^ cells and CD4^+^ cells in the colon from WT and *MiR‐29ab1^−/−^* littermates following 3 days of 3.5% DSS treatment. *n* = 6 mice in each group. (P) Quantification of CD45^+^ T leukocytes, CD3^+^ cells and CD8^+^ cells in the colon from WT and *MiR‐29ab1^−/−^* littermates following 3 days of 3.5% DSS treatment. *n* = 3–5 mice in each group. (Q, R) qPCR analysis for *Tnfa* and *Ifng* level in CD8^+^ cells from WT and *MiR‐29ab1^−/−^* littermates following 3 days post 3.5% DSS. *n* = 3 mice in each group. (S–T) Immunofluorescence images and quantification of CD8a^+^ cells in the colon from WT and *MiR‐29ab1^−/−^* littermates following 5 days post 3.5% DSS. Scale bar: 100 µm. *n* = 3–4 mice in each group. (U–V) qPCR analysis for relative *miR‐29a* and *miR‐29b* level in CD4^+^, CD8^+^, CD326^+^, and stroma cells from WT mice following 5 days post 3.5% DSS. *n* = 4–6 mice in each group. (W–X) Flow cytometry analysis and quantification for the percentage of Ifng^+^ CD8^+^ cells, Granzyme^+^ CD8^+^ cells, and IL‐17^+^ CD8^+^ cells in the colon from WT and *MiR‐29ab1^−/−^* littermates following 5 days post 3.5% DSS. Data are presented as mean ± SD. *n* = 4–6 mice in each group. Data are presented as mean ± SD, except that data in (X) are presented as mean ± SEM. Student's *t*‐test. * *p* < 0.05, ** *p* < 0.01.

To explore the physiological function of *MiR‐29ab1* in T cell responses, we analyzed T cell numbers by flow cytometry. Following DSS therapy, we described the heightened immunological response in *MiR‐29ab1^−/−^* mice and discovered that the loss of *MiR‐29ab1* resulted in a markedly greater number of CD8^+^ T lymphocytes, along with CD3^+^ and CD45^+^ T lymphocytes, and higher levels of the proinflammatory cytokine IFN‐γ from CD8^+^ T cells compared to DSS‐treated WT mice after 3 days of therapy (Figure 3O–R). These results were further confirmed by a higher CD8^+^ T cell count in the mutant mice as opposed to WT mice given DSS (Figure 3S,T). In concordance with the critical function of *MiR‐29ab1* in CD8^+^ T lymphocytes, *MiR‐29ab1* revealed notably greater numbers in CD8^+^ T cells from WT mice treated with DSS as opposed to WT animals treated with control (Figure 3U,V), indicating the locus likely participates in the regulation of T cells.

Through the secretion of several inflammatory factors, CD8^+^ T lymphocytes have a well‐established role in controlling inflammatory processes in various tissue types. To further assess CD8^+^ T lymphocytes effector function, we employed flow cytometry to analyze T cell numbers and found the percentage of IFN‐γ^+^ CD8^+^ T lymphocytes (additionally known as type 1 CD8^+^ T lymphocytes (Tc1 cells), Granzyme^+^ CD8^+^ T lymphocytes and IL‐17^+^ CD8^+^ T lymphocytes (additionally known as Tc17 cells) were greater in the mutant mice than in WT mice (Figure 3W,X), indicating enhanced T cell differentiation. Together, our data show that via controlling T cell activation and differentiation, *MiR‐29ab1* is essential in reducing the inflammatory response to DSS therapy.

### 2.4 Deletion of *MiR‐29ab1* Activates the JAK‐STAT and IL‐17 Signaling Pathways in Colonic Stromal Cells

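For the experiment on DSS, an agent that damages the colon epithelium and is given to mice to induce colitis, colon tissue of 3 WT mice and 3 *MiR-29ab1-/-* mice was sequenced after 3 days of 3.5% DSS. The authors deposited the reads counted on each of 54721 genes, again without normalization. Their columns name the genotype and the treatment, and FPKM values of these 6 mice were not used here because their columns could not be matched to the mice. The reads counted on genes totalled 20506610 to 22990024 in WT mice (median 22278350) and 20076719 to 23153149 in *MiR-29ab1-/-* mice (median 21834538). The 10 genes with the most reads took 10.2% to 12.5% of the reads in WT mice and 11.9% to 22.3% in *MiR-29ab1-/-* mice. The mouse at 22.3% had the lowest TMM factor, 0.865. A level of 3 reads was 0.130 to 0.146 CPM in WT mice and 0.130 to 0.149 CPM in *MiR-29ab1-/-* mice. The filter for low counts kept 14908 genes, and the genotypes were compared in the same way as without DSS. The tables of the 2 experiments list different numbers of genes and were tested separately. Genes of the colon epithelium had a median of 214 CPM across the 6 mice and genes of the small intestine a median of 0.392 CPM, against 1052 CPM for epithelial genes and 0.110 CPM for smooth muscle genes. The low smooth muscle median again argues against the whole colon wall. No read was counted on *Mir29a* or *Mir29b-1* in any of the 6 mice. *Lncpint* gave 0.437 ± 0.170 CPM (SD, n = 3) in WT mice and 49.5 ± 17.4 CPM (SD, n = 3) in *MiR-29ab1-/-* mice, a log2 fold change of 6.81 (standard error 0.42, adjusted p = 0.0082 from edgeR's quasi-likelihood test). *Gm27019* had 0 reads in each WT mouse and 151 to 237 in each of the *MiR-29ab1-/-* mice, and was at least 74.5-fold higher (adjusted p = 0.0082 from edgeR's quasi-likelihood test).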

We performed an RNA‐seq analysis on colonic tissue from WT and *MiR‐29ab1^−/−^* mice following 3 days of DSS therapy in order to obtain mechanistic insight into how *MiR‐29ab1* contributes to the regulation of CD8^+^ T lymphocytes differentiation. 

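After DSS, 593 of the 14908 genes tested were higher and 485 lower in *MiR-29ab1-/-* mice at an unadjusted p under 0.05. At an adjusted p under 0.05, 2 genes were higher (*Lncpint* and *Gm27019*) and 0 were lower. Leaving out single mice moved these counts most, with 268 to 1288 genes higher and 215 to 1242 lower at an unadjusted p under 0.05 over the 6 fits that each left out one mouse. The authors' deposited table gives p values for 24925 genes and holds the paper's 753 higher and 531 lower genes at an unadjusted p under 0.05, of which 67 have an adjusted p under 0.05. Of the 1078 genes called here at an unadjusted p under 0.05, 929 were called in the authors' deposited table as well, with the direction shared by all 929. In simulated counts, 157 of 200 genes changed 2-fold (78.5%) passed an adjusted p under 0.05 with 3 mice per genotype. As without DSS, this share holds only for well-expressed genes that vary independently.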

The tissue from the *MiR‐29ab1^−/−^* mice showed 531 down‐regulated genes and 753 up‐regulated genes in comparison to the WT controls. (Figure S4A–C, Supporting Information). 

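Spearman's correlation, again over the genes with a read in either mouse of a pair, was 0.957 to 0.960 for the 3 pairs of WT mice. It was 0.952 to 0.958 for the 3 pairs of *MiR-29ab1-/-* mice, against 0.949 to 0.962 for the 9 pairs between the genotypes. Outside the deleted region, the gene with the smallest unadjusted p among those whose genotypes did not overlap was *Pdzd7* (chromosome 19, 45026906 to 45046614), with 10.7 ± 1.30 CPM (SD, n = 3) in WT mice and 2.75 ± 1.01 CPM (SD, n = 3) in *MiR-29ab1-/-* mice. Its log2 fold change was −1.94 (standard error 0.27, adjusted p = 0.246 from edgeR's quasi-likelihood test). *Fndc5* had a log2 fold change of −1.74, *Clu* of −0.96, *Meis3* of −0.75 and *Gm8979*, a pseudogene whose reads the authors' counting could have taken from related genes, of −0.68. *Apob* rose from 122 ± 19.9 CPM (SD, n = 3) to 213 ± 17.1 CPM (SD, n = 3), a log2 fold change of 0.81. *Slc7a9* had a log2 fold change of 1.06 and *H2-Eb1* of 1.07. For none of these 8 genes was the adjusted p under 0.05.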

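The T cell list had a mean log2 fold change of 0.97 after DSS, with 19 of 19 genes higher in *MiR-29ab1-/-* mice (adjusted p = 6.5e-09 from limma's camera). With the inter-gene correlation estimated from the data, its adjusted p was 0.259. Its mean log2 CPM per mouse was 0.90 higher in *MiR-29ab1-/-* mice (two-sided exact permutation test, p = 0.2, where 3 mice against 3 cannot go below 0.1). Of the 19 genes, 8 had an unadjusted p under 0.05, 1 an adjusted p under 0.05 within the list and 0 over all genes. In 3 of the 19 the genotypes did not overlap, against the 10% that chance gives for 3 mice against 3. The change was largest in *Icos* (chromosome 1, 60977927 to 61000320), at 0.274 ± 0.170 CPM (SD, n = 3) in WT mice and 1.89 ± 0.705 CPM (SD, n = 3) in *MiR-29ab1-/-* mice, a log2 fold change of 2.75 (standard error 0.54, adjusted p = 0.65 from edgeR's quasi-likelihood test). *Cd28* (log2 fold change 1.87, standard error 0.57) had 0.429 and 1.58 CPM on average. *Cd8a* went from 15.6 ± 4.73 CPM (SD, n = 3) to 30.8 ± 15.4 CPM (SD, n = 3), with a log2 fold change of 0.98 (standard error 0.42), and *Cd8b1* had a log2 fold change of 1.16 (standard error 0.44). The CD8 effector list had a mean of 0.81, with 10 of 10 genes higher (adjusted p = 6.5e-06 from limma's camera, and 0.259 with the estimated correlation). Per mouse it was 0.78 higher (two-sided exact permutation test, p = 0.2), and 0 of its 10 genes had genotypes that did not overlap. *Gzmb* had a log2 fold change of 0.51 (standard error 0.27) and *Prf1* of 1.34 (standard error 0.50), with 2 of the 10 genes at an unadjusted p under 0.05.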

By GO analysis, we found that the genes with altered expression were involved in T cell fate regulation, including T cell activation and adaptive immune response, especially T cell differentiation (Figure 4A). 

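Of the 29 genes of the interferon response list, 7 were higher in *MiR-29ab1-/-* mice after DSS and 0 had an unadjusted p under 0.05. The mean log2 fold change of the list was −0.17 (adjusted p = 0.849 from limma's camera, whose own direction for the list was up), and per mouse the genotypes differed by −0.018 (two-sided exact permutation test, p = 1). The JAK-STAT core list had a mean of 0.21, with 13 of 19 genes higher (adjusted p = 0.0562 from limma's camera). *Stat3* (chromosome 11, 100885098 to 100939540) rose from 137 ± 11.1 CPM (SD, n = 3) to 163 ± 16.8 CPM (SD, n = 3), a log2 fold change of 0.25 (standard error 0.11, adjusted p = 0.67 from edgeR's quasi-likelihood test). *Jak1* had a log2 fold change of 0.049 (standard error 0.10).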

Further, we found that the DEGs between WT and *MiR‐29ab1^−/−^* mice contained numerous targets related to interferon‐mediated signaling and receptor signaling via the JAK‐STAT, as well as the IL‐17, signaling pathway (Figure 4B,C, Figure S4D, Supporting Information), which was consistent with the RNA‐seq data from physiological conditions described above (Figure 2C–E). The expression of genes related to CD8^+^ T cell receptors, the IL‐17 signaling pathway, T‐helper 17 cell differentiation and Th17 type immune response and the JAK‐STAT signaling pathway were higher in the colon tissue from *MiR‐29ab1^−/−^* mice compared to WT mice followed 3 days of DSS treatment (Figure 4D–G). 

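The 4 genes for CD8 T cell receptors shown in Fig. 4D were all higher in *MiR-29ab1-/-* mice. *Fyn* (chromosome 10, 39368855 to 39565381) was at 7.62 ± 2.71 CPM (SD, n = 3) in WT mice and 13.3 ± 4.14 CPM (SD, n = 3) in *MiR-29ab1-/-* mice, a log2 fold change of 0.80 (standard error 0.30, adjusted p = 0.66 from edgeR's quasi-likelihood test). *Lck* had a log2 fold change of 0.59 (standard error 0.33). *H2-Q1* and *H2-Q2*, neighbouring class I genes between which the authors' counting could have split reads, had log2 fold changes of 0.55 (standard error 0.26) and 0.33 (standard error 0.15). The genotypes did not overlap in 1 of the 4 genes, *H2-Q2*, where chance gives 10%. The mean log2 CPM of the 4 genes per mouse was 0.55 higher in *MiR-29ab1-/-* mice, without overlap (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow).

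Of the 11 IL-17 genes of Fig. 4E, 10 were tested and 10 of 10 were higher, with a mean log2 fold change of 1.75 (adjusted p = 6.5e-06 from limma's camera). With the estimated inter-gene correlation the adjusted p was 0.259. Per mouse, the list was 1.48 higher in *MiR-29ab1-/-* mice (two-sided exact permutation test, p = 0.3). *S100a8* (chromosome 3, 90668978 to 90670035) had the largest change, from 0.881 ± 0.660 CPM (SD, n = 3) to 8.03 ± 6.60 CPM (SD, n = 3), a log2 fold change of 3.19 (standard error 1.17, adjusted p = 0.66 from edgeR's quasi-likelihood test). *Cxcl5* (log2 fold change 2.06, standard error 0.58) was the 1 gene of the 10 in which the genotypes did not overlap. *Lcn2* had a log2 fold change of 2.32 (standard error 0.77), *Cxcl2* of 2.30, *Cxcl1* of 2.00, *Tnf* of 1.20 and *Nfkbia* of 0.38. Of the 10 genes, 6 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05, over all genes or within the list. Of the IL-17 receptor genes, *Il17ra* had a log2 fold change of −0.079 (standard error 0.14) and *Il17rc* of 0.0065 (standard error 0.11). *Il17a* was at 0.0874 ± 0.0840 CPM (SD, n = 3) in WT mice and 0.0841 ± 0.0652 CPM (SD, n = 3) in *MiR-29ab1-/-* mice, below 3 reads on average, and no difference was detectable at this depth.

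The 16 JAK-STAT genes legible in Fig. 4G were all higher, with a mean log2 fold change of 1.04 (adjusted p = 3.8e-09 from limma's camera, and 0.259 with the estimated correlation). Per mouse the difference was 0.97 (two-sided exact permutation test, p = 0.2). At an unadjusted p under 0.05 there were 8 of the 16 genes, at an adjusted p under 0.05 there were 0, and in 5 the genotypes did not overlap. *Il7r* (chromosome 15, 9505788 to 9530176) rose from 1.41 ± 0.490 CPM (SD, n = 3) to 6.66 ± 4.56 CPM (SD, n = 3), a log2 fold change of 2.23 (standard error 0.62). *Stat4* had a log2 fold change of 1.21 (standard error 0.45) and *Socs3* of 1.21 (standard error 0.57). The genes of Fig. 4D,E,G were taken by the paper from these same mice, so their shared direction is not a separate test. The paper states from these panels that such genes were higher in *MiR-29ab1-/-* mice, and its statement that JAK-STAT signaling was activated comes from western blots, which were not analysed here.

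**Figure D3:**
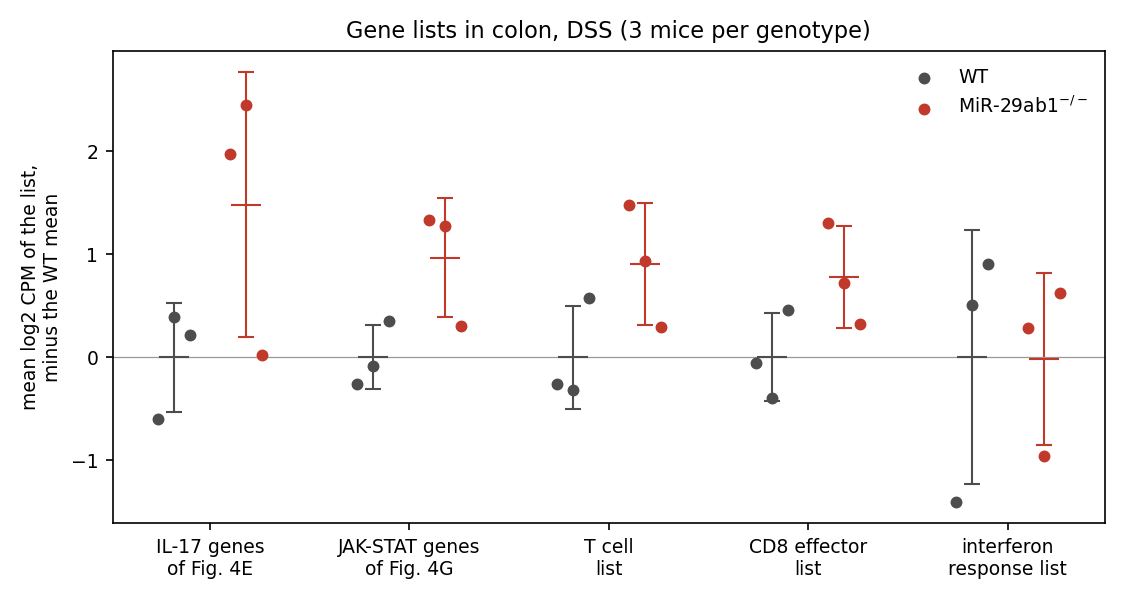
Mean log2 CPM of the tested genes of 5 lists in each mouse after DSS, minus the WT mean, with WT and *MiR-29ab1-/-* mice side by side; each point is a mouse (3 per genotype) and the bars give the mean and SD. The IL-17 genes of Fig. 4E differ by 1.48 between the means and the interferon response list by −0.018, and 1 or more of the *MiR-29ab1-/-* mice lies among the WT mice in each of the 5 lists.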

In accordance with the TCGA database, a large number of the correlated genes are related to T cell fate regulation based on the gene ontology (GO) analysis (Figure S4E,F, Supporting Information). Furthermore, by GSEA analysis we found an association between *miR‐29a/b* and a large number of inflammation signaling pathways, especially the IL‐17 signaling pathway (Figure 4H,I).

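A list of 22 genes that respond to IL-17, written from known members and not only from Fig. 4E, held 14 tested genes, of which 12 were higher in *MiR-29ab1-/-* mice. Its mean log2 fold change was 1.35 (adjusted p = 5.1e-05 from limma's camera). With the inter-gene correlation estimated from the data, the adjusted p was 0.295. Its mean log2 CPM per mouse was 1.14 higher in *MiR-29ab1-/-* mice, which is within the spread between mice (two-sided exact permutation test, p = 0.3, where 0.1 is the smallest p that 3 mice against 3 allow). The paper ran its gene set analysis on the p values of its differential expression analysis. The pathway collection it used was not used here, so its enrichment scores were not recomputed.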

**FIGURE 4:**
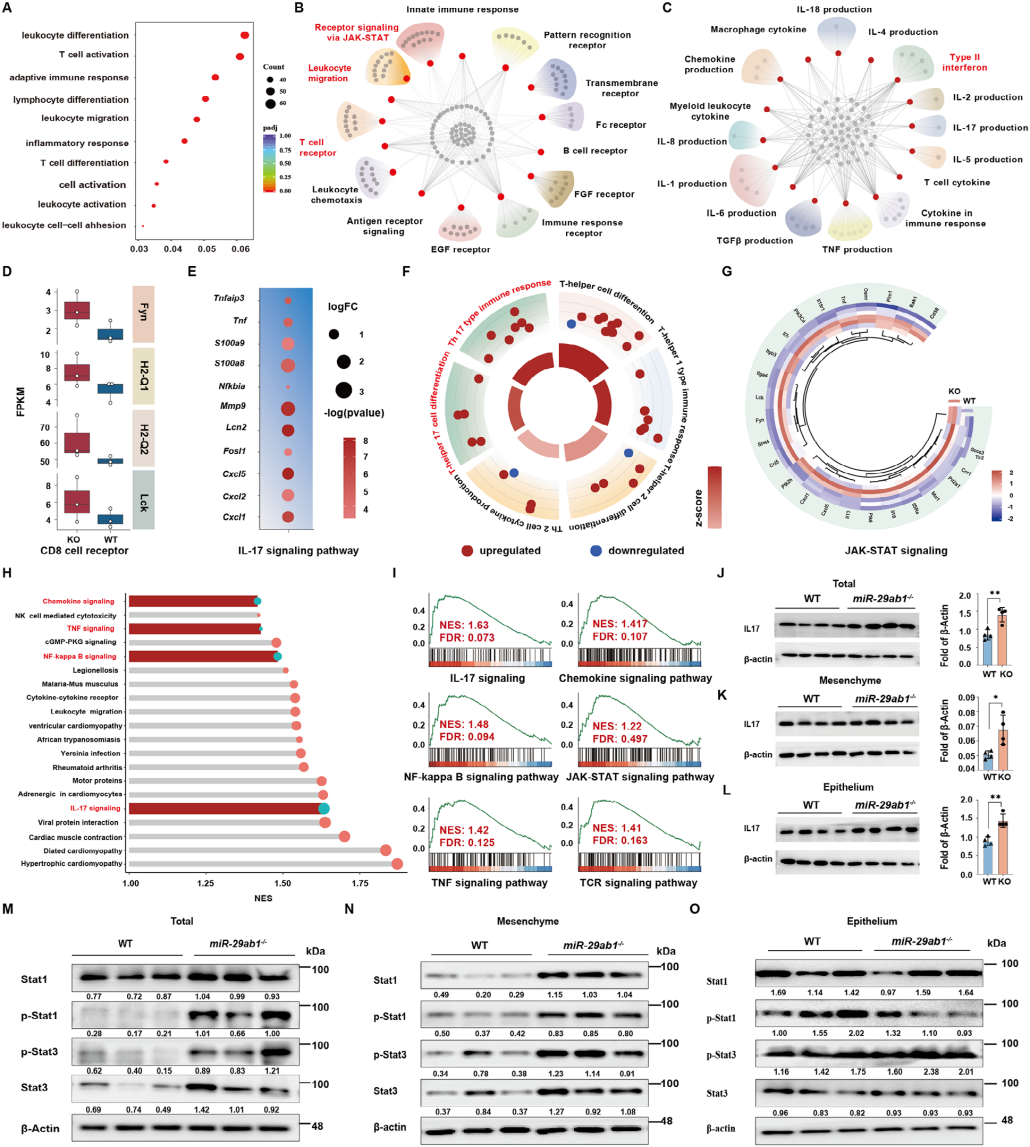
Deletion of *MiR‐29ab1* activates the JAK‐STAT and IL‐17 signaling pathways in colonic stromal cells. (A) Top 10 biological process enriched in GO. *n* = 3 mice from WT and *MiR‐29ab1* ^−/‐^ mice followed by 3 days 3.5% DSS treatment. (B, C) GO analysis of RNA‐sequencing data from WT and *MiR‐29ab1* ^−/‐^ mice followed by 3 days 3.5% DSS treatment. Red points represent the most significant biological processes. Grey points represent the genes belonging to these processes. *n* = 3 mice in each group. (D) Genes regulating CD8 cell receptors in WT and *MiR‐29ab1* ^−/‐^ mice followed by 3 days 3.5% DSS treatment. *n* = 3 mice in each group. (E) Changes in genes involved in IL‐17 signaling pathway in *MiR‐29ab1* ^−/‐^ compared with WT mice followed by 3 days 3.5% DSS treatment. *n* = 3 mice in each group. (F) Changes in genes related to T helper cells in *MiR‐29ab1* ^−/−^ compared with WT mice followed by 3 days 3.5% DSS treatment. (G) Heatmap of differential genes expression analysis related to JAK‐STAT signaling followed by 3 days 3.5% DSS treatment. *n* = 3 mice in each group. (H) GSEA analysis of top 20 biological process from WT and *MiR‐29ab1* ^−/‐^ mice followed by 3 days 3.5% DSS treatment. *n* = 3 mice in each group. (I) GSEA analysis of colonic tissue from WT and *MiR‐29ab1* ^−/‐^ mice followed by 3 days 3.5% DSS treatment. *n* = 3 mice in each group. (J–L) Western blotting and quantification for IL‐17 in the entire colon, and in the mesenchyme and epithelium of colon from WT and *MiR‐29ab1* ^−/‐^ mice followed by 3 days 3.5% DSS treatment, respectively. β‐actin was used as a loading control. *n* = 4 mice in each group. (M–O) Western blotting and quantification for Stat1, p‐Stat1, p‐Stat3, Stat3 in the entire colon, the mesenchyme and epithelium of colon from WT and *MiR‐29ab1* ^−/‐^ mice followed by 3 days 3.5% DSS treatment, respectively. β‐actin was used as a loading control. *n* = 3 mice in each group. Data are presented as mean ± SD. Student's *t*‐test. * *p* < 0.05, ** *p* < 0.01.

In order to clarify the fundamental connection between *miR‐29a/b* and the aforementioned signaling pathways, we first focused on the IL‐17 expression level after DSS treatment and found higher expression in *MiR‐29ab1^−/−^* mice compared to WT mice (Figure 4J–L), indicating an inverse correlation between IL‐17 and *MiR‐29ab1*. Apart from the IL‐17 signaling, we also paid attention to the JAK‐STAT signaling pathway based on the RNA‐seq results, which is the other pathway important for the function of various innate and adaptive cell types that support colonic inflammation. When compared to similarly treated WT mice, we discovered that the colons of *MiR‐29ab1^−/−^* mice had considerably greater expression levels of Stat1, p‐Stat1, Stat3, and p‐Stat3 following DSS therapy (Figure 4M). In addition, we found the JAK‐STAT signal was activated in the colonic mesenchyme in the mutant mice in contrast to the WT mice, whereas there was no discernible change in expression of these proteins in the colonic epithelium (Figure 4N,O, Figure S4G, Supporting Information), suggesting a direct effect of *MiR‐29ab1* on JAK‐STAT activity in the colonic mesenchyme. The results were confirmed by the epithelium‐specific knockout of *MiR‐29ab1* via the use of *Vil*‐Cre, which showed no aggravation of inflammatory injury compared to the WT controls (Figure S5A–L, Supporting Information). In summary, *miR‐29a/b* likely participates in inflammation reactions by regulating the fate of the IL‐17 and JAK‐STAT pathways.

### 2.5 *MiR‐29a/b* Regulates CD8^+^ T Cell Activation and Differentiation Through an IFN‐γ‐JAK‐STAT Signaling Pathway

Reduction of mRNA stability is a major way by which miRNAs suppress the expression of genes. Therefore, we used Target Scan algorithms (https://www.targetscan.org/mamm_31/) to examine *miR‐29a/b* binding locations in 3' untranslated regions (UTRs) of transcripts encoding proteins important in the intestinal immune response. To specifically seek out the targets of *miR‐29a/b* that are participating in the reprogramming of inflammatory responses and CD8^+^ T lymphocyte differentiation, we took the intersection between *miR‐29a/b* target genes from the Target Scan database and significantly downregulated genes in patients with UC (Datas from GSE119600). By this manner we found that *IFNG* is the only gene that contains a predictable *miR‐29a/b* consensus site in the 3'‐UTR among all the DEGs related to inflammation, and the binding sites are conserved among all the species (Figure 5A–C). Then, differential analysis for IFNG from GEO datasets (Datas from GSE119600) was performed using the R language package (Limma). Analysis results showed that *IFNG* is lower in patients with UC compared to their healthy adjacent tissue, contrary to *miR‐29a/b* expression (Figure 5B). Similarly, the results showed that *Ifng* was highly expressed in the colon tissue of *MiR‐29ab1^−/−^* mice compared with WT mice following 3 days of DSS treatment (Figure 5D). 

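*Ifng* lies on chromosome 10 of GRCm38 from 118441046 to 118445892. It had 14, 10 and 11 reads in the WT mice and 26, 17 and 14 reads in the *MiR-29ab1-/-* mice after DSS, which is 0.509 ± 0.0845 CPM (SD, n = 3) and 0.941 ± 0.379 CPM (SD, n = 3). The log2 fold change was 0.87 (standard error 0.45, adjusted p = 0.67 from edgeR's quasi-likelihood test), and the genotypes met at 14 reads (two-sided exact permutation test on CPM, p = 0.2, where 3 mice against 3 cannot go below 0.1). The alternatives set beforehand kept the direction, with log2 fold changes of 0.87 to 0.95 and adjusted p values of 0.633 to 0.862 from edgeR's and DESeq2's tests, and DESeq2 with no filter on low counts, chosen after seeing the data, gave 0.88 with an adjusted p of 0.997. With single mice left out, the log2 fold change was 0.53 to 1.13. The 3′ UTR of *Ifng*, 631 bases long, holds 1 match to the miR-29 seed, TGGTGCT, which pairs with bases 2 to 8 of the mature miRNA. It lies on the forward strand at 118445780 to 118445786, in exon 4 of 4, at position 519 of the 3′ UTR. The sequence around it is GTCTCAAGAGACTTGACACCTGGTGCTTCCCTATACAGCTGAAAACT.

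**Figure D4:**
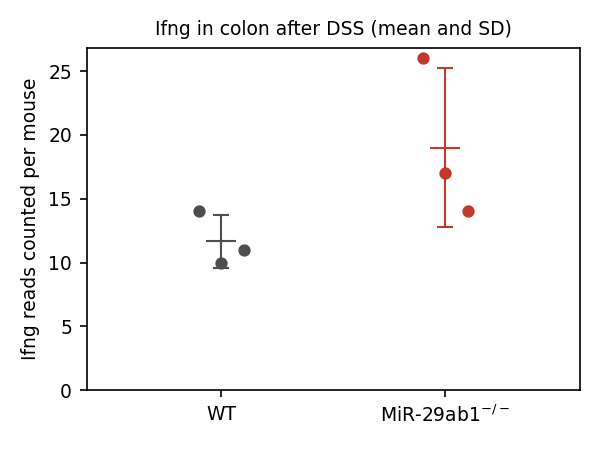
Reads counted on *Ifng* per mouse after 3 days of DSS; each point is a mouse (3 per genotype) and the bars give the mean and SD. WT mice had 10 to 14 reads and *MiR-29ab1-/-* mice 14 to 26 reads.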

Gene network interaction analysis further revealed that a regulatory effect of the *Ifng* and the JAK‐STAT signaling pathway on the IL‐17 signaling pathway (Figure 5E). Furthermore, by 3′ UTR‐luciferase reporter assays we discovered that a miR‐29a/b mimic strikingly suppressed WT *Ifng* 3′ UTR activity but had no significant effect on reporters with the *miR‐29a/b* binding site mutated. In contrast, miR‐29a and miR‐29b inhibitors strikingly increased WT *Ifng* 3′ UTR activity but had no effect on reporters with a mutated *miR‐29a/b* binding site (Figure 5F,G). 

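The IL-17 and JAK-STAT genes named in Fig. 5E were correlated with *Ifng* over the 6 mice after DSS, as log2 CPM. Over the 14 genes, Spearman's rho with *Ifng* had a median of 0.51, from 0.43 to 0.83, and Pearson's r a median of 0.70. By exact permutation tests of rho, 0 of the 14 genes had p under 0.05, and the smallest adjusted p over the 14 was 0.408. *Stat4* had rho 0.83 (exact permutation test, p = 0.0583) and r 0.88 (exact permutation test, p = 0.0167). *Cxcl5* had rho 0.83 (exact permutation test, p = 0.0583) and r 0.80 (exact permutation test, p = 0.0639). Without the 2 mice farthest from the median of *Ifng*, the median r was −0.49 and the median rho −0.40, and r stayed above 0 for 5 of the 14 genes (0.68 for *Stat4*, 0.86 for *Stat5b* and 0.60 for *Nfkbia*). Leaving out the mice with the most extreme values narrows the range of *Ifng*, to 4 mice, so a lower correlation follows in part from that choice. *Ifng* and the 14 genes all had log2 fold changes above 0, with 6 of the 15 at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05. With each mouse taken as its deviation from the mean of its genotype the median rho was 0.31. Over all 14 mice, as deviations from the 4 group means, the median was 0.34, and 2 of the 14 genes had an adjusted p under 0.05, *Stat4* (rho 0.85, adjusted permutation p = 0.0029) and *Jak3* (rho 0.83, adjusted permutation p = 0.0039). Within the genotypes after DSS, rho was 0.77 for *Stat4* and 0.029 for *Jak3*, so the value of *Jak3* rests on the mice without DSS. There, *Ifng* had too few reads for edgeR's filter. *MiR-29ab1-/-* replicate 4 without DSS had both the highest *Ifng* and the highest mean of the T cell list, so T cell content was not separated. Deviations were permuted freely across the 4 groups, which can make p too small.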

In agreement, Ifng was significantly higher in the whole colon and colonic mesenchyme of *MiR‐29ab1^−/−^* mice following 5 days of DSS therapy, but not in the colonic epithelium in contrast to WT mice (Figure 5H–J), indicating that *miR‐29a/b* modulates Ifng expression, especially in the colonic mesenchyme, rather than the colonic epithelium.

**FIGURE 5:**
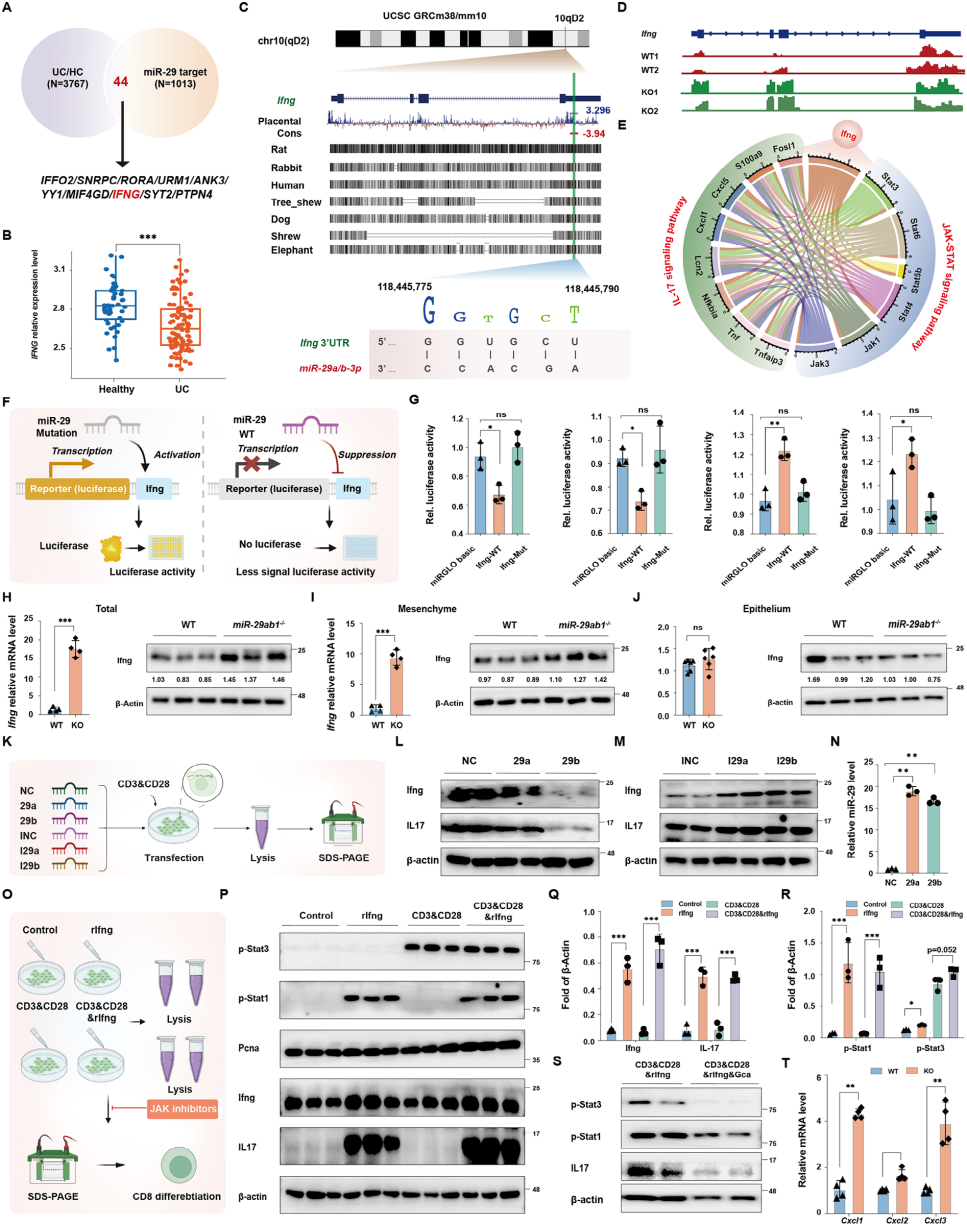
*MiR‐29a/b* regulates CD8^+^ T cell activation and differentiation through an Ifng‐JAK‐STAT signaling pathway. (A) Intersection of the *miR‐29a/b* target gene database and genes with significant changes in UC patients. (B) The expression of *IFNG* in UC and normal tissues from NCBI platform. *n* = 37 normal tissues and 70 inflammatory tissues from IBD patients. (C) Conservation of the binding cite with *miR‐29a/b* in *Ifng*. (D) The track of *Ifng* detected in RNA seq on WT and *MiR‐29ab1* ^−/−^ mice followed by 3 days 3.5% DSS treatment. (E) The correlation determined by spearman method between *Ifng*, genes related to the IL‐17 signaling pathways (located on the green ribbon) and JAK‐STAT signaling pathways (located on the blue ribbon). Various colors correspond to different genes, the more genes there are, while the stronger the correlation between pathways. (F) Schematic diagram showing the design for the luciferase experiment. (G) Luciferase activity in 293T cells treated with 40 nm miR‐29a/b mimics and negative control (NC, Scramble RNA), as well as miR‐29a/b inhibitor and negative control (NC, Scramble RNA) for 24 h. *n* = 3 independent experiments. (H–J) qPCR analysis and western blotting for Ifng in the entire colon, the mesenchyme and epithelium of colon from WT and *MiR‐29ab1* ^−/‐^ mice followed by 5 days 3.5% DSS treatment, respectively. β‐actin was used as a loading control. *n* = 4–6 mice in each group. (K) Schematic diagram showing the design for the cell experiment verifying the effect of 40 nm miR‐29a/b on CD8^+^ cells. (NC, negative control of mimics; 29a, miR‐29a mimics; 29b, miR‐29b mimics; INC, negative control of inhibitor; I29a, miR‐29a inhibitor; I29b, miR‐29b inhibitor). (L) Western blotting for Ifng and IL‐17 after 48 h of the transfection of 40 nm miR‐29a/b mimics. β‐actin was used as a loading control. *n* = 3 independent experiments. (M) Western blotting for Ifng and IL‐17 after 48 h of the transfection of miR‐29a/b inhibitor. β‐actin was used as a loading control. *n* = 3 independent experiments. (N) qPCR analysis for the relative expression of *miR‐29a/b* after 24 h treated with 40 nm miR‐29a/b mimics and negative control (NC, Scramble RNA). *n* = 3 independent experiments. (O) Schematic diagram showing the design for whether Ifng is responsible for the modulation of CD8^+^ cell differentiation. (P) Western blotting for p‐Stat3, p‐Stat1, Pcna, Ifng and IL‐17 in CTLL‐2 cells treated with or without rIfng for 48 h. β‐actin was used as a loading control. *n* = 3 independent experiments. (Q, R) Quantification analysis of proteins of Ifng, IL‐17, p‐Stat1, and p‐Stat3 treated with or without rIfng for 48 h. *n* = 3 independent experiments. (S) Western blotting for p‐Stat3, p‐Stat1, and IL‐17 in CTLL‐2 cells treated with rIfng or rIfng and Ganoderic acid A for 48 h. β‐actin was used as a loading control. *n* = 3 independent experiments. (T) qPCR analysis for the expression of *Cxcl1, Cxcl2*, and *Cxcl3* in colonic epithelium from WT and *MiR‐29ab1^−/^* mice followed by 5 days 3.5% DSS treatment. *n* = 4 mice in each group. Data are presented as mean ± SD. Student's *t*‐test (H, I, J, T) or Duncan's post hoc test following one‐way ANOVA (G, N, Q, R). * *p* < 0.05, ** *p* < 0.01.

Next, we performed the following experiments to confirm the impact of *miR‐29a/b* regulation on CD8^+^ T cells (Figure 5K). We discovered a higher expression of IL‐17 and Ifng when *miR‐29a/b* was inhibited in CTLL‐2 cells, and conversely, lower expression when *miR‐29a/b* was overexpressed in CTLL‐2 cells, compared to controls (Figure 5L–N). These results imply a possible role of Ifng in miR‐29a/b‐mediated control of CD8^+^ T lymphocyte activity throughout the inflammatory response.

To determine whether Ifng is responsible for the modulation of CD8^+^ T cell differentiation, we treated CTLL‐2 cells with 200 ng/mL of mouse recombinant Ifng (rIfng) for 48 h (Figure 5O), which resulted in higher levels of Pcna under the joint stimulation with mouse recombinant CD3 and CD28 and increased endogenous Ifng, IL‐17 and p‐Stat1. However, the expression of p‐Stat3 was not dependent on rIfng treatment, but rather on CD3 and CD28 co‐treatment, with no effect by rIfng treatment (Figure 5P–R). Meanwhile, the induction of these proteins after rIfng treatment was suppressed upon JAK‐STAT inhibition (Ganoderic acid A, Gca) (Figure 5S, Supporting Information). Meantime, our results demonstrated that KO mice treated with static had a longer colon length and less colon epithelial damage by day 5 compared to similarly treated KO mice, indicating the important regulatory role of *miR‐29a/b* in the JAK‐STAT1/3 pathway in UC (Figure S6A–D, Supporting Information). Moreover, we also found the mRNA expression of important chemokines (*Cxcl1, Cxcl2*, and *Cxcl3*) in colonic epithelium was significantly higher in *MiR‐29ab1^−/−^* mice in contrast to WT mice (Figure 5T). Overall, these data show that the function of *miR‐29a/b* in CD8^+^ T cell differentiation is dependent on the Ifng‐JAK‐STAT signaling pathway.

### 2.6 A Hydrogel Delivery System of a miR‐29a/b Mimic is Sufficient to Alleviate DSS‐Induced Inflammation

Therapeutic approaches for IBD utilizing hydrogel delivery methods based on microRNA have attracted a lot of interest. To determine the feasibility of an IBD treatment based on *miR‐29a/b*, we designed a miR‐29a/b mimic‐based hydrogel delivery system (Figure 6A). In this system, miR‐29a/b mimics were loaded into chitosan (CS) nanoparticles in the presence of the ionic crosslinker tripolyphosphate (TPP) based on the mechanism of electrostatic interaction, which can self‐assemble into roughly 200‐nm nanoparticles (NPs) with a positive Zeta potential (Figure 6B–E). A gel mobility assay further confirmed the encapsulation of miR‐29a/b mimics, as the chitosan‐ miR‐29a/b mimic nanoparticles (CS‐miR‐29 NPs) did not migrate towards the positive electrode as the unencapsulated miR‐29a/b mimics (Figure 6B). The encapsulation efficiency (EE) of CS‐ miR‐29a/b NPs was 76%, and approximately 12 mg of miR‐29a/b mimics were loaded in CS NPs per gram (Figure 6F). The CS‐miR‐29 NPs exhibited low cytotoxicity (Figure 6G, Figure S7A–D, Supporting Information) and were capable of delivering miR‐29a/b into cells (Figure 6H). We enclosed the NPs‐miR‐29a/b nanoparticles inside a lithium magnesium silicate hydrogel (LMSH), which is created by the mutual attraction of positive and negative charges between the two, in order to prevent the nanoparticles from degrading in the gut. (Figure 6A). The LMSH‐CS‐miR‐29a/b hydrogel was then effectively administered by enema (Figure 6I) to examine their therapeutic effect in vivo. We found that treatment with the LMSH‐NPs‐miR‐29a/b hydrogel could adhere to the intestinal mucus and release NPs‐miR‐29a/b into colonic epithelial cells, leading to an increase in miR‐29a/b levels in the colon (Figure 6J,K).

**FIGURE 6:**
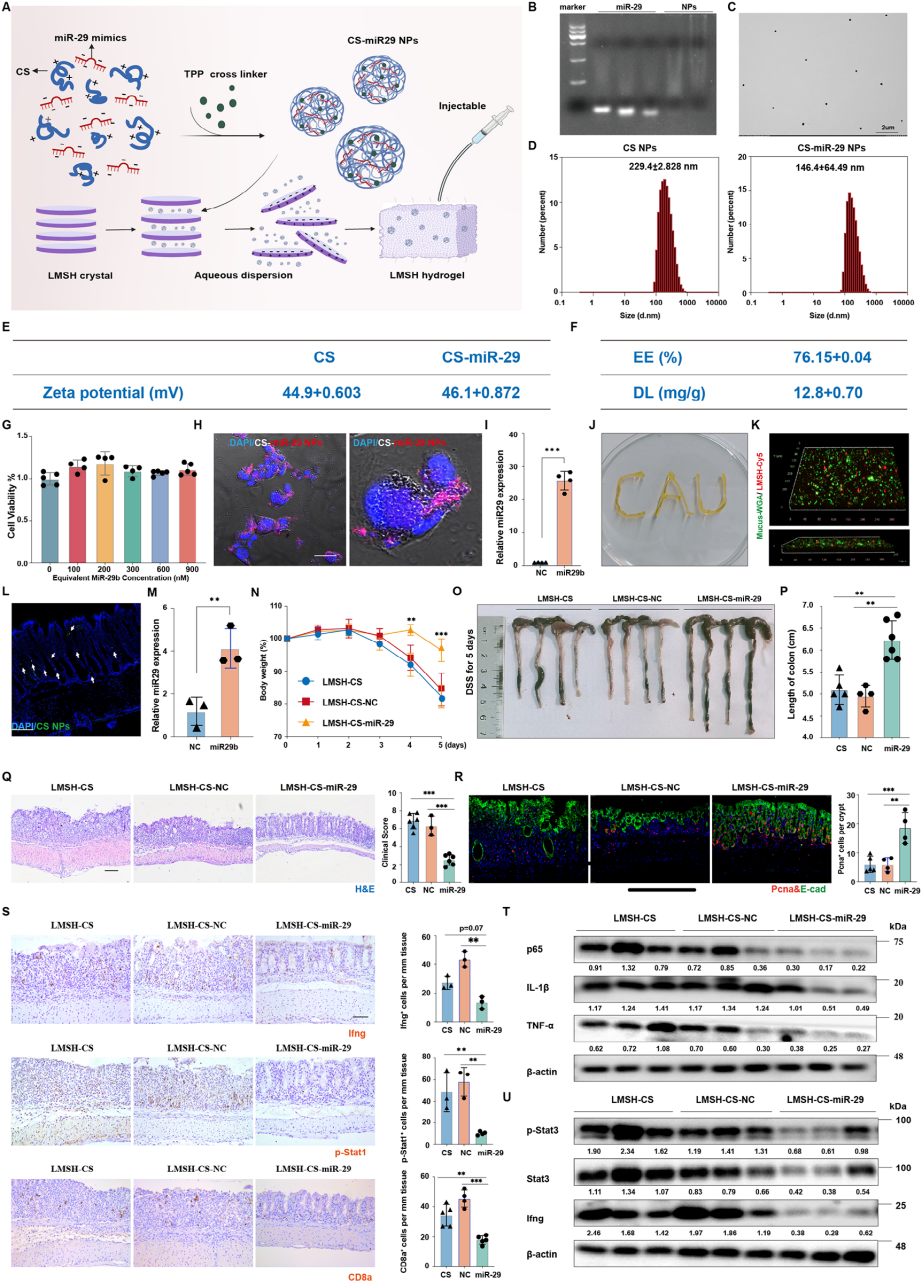
A hydrogel delivery system of a miR‐29a/b mimic is sufficient to alleviate DSS‐induced inflammation. (A) Schematic diagram showing the design and synthesis strategy of the LMSH‐NPs‐ miR‐29a/b hydrogel. (B) Encapsulation of miR‐29a/b mimics loading to CS NPs. *n* = 3 technical replicates. (C) Transmission electron microscopy images of CS‐miR‐29a/b NPs. *n* = 3 technical replicates. (D) Size distribution of CS‐ miR‐29a/b NPs by intensity. *n* = 3 technical replicates. (E) Zeta potential of CS NPs and CS‐miR‐29 NPs. *n* = 3 technical replicates. (F) The encapsulation efficiency (EE) of CS‐ miR‐29a/b NPs. *n* = 3 technical replicates. (G) CCK‐8 analysis of the viability of CaCO_2_ cells treated with CS‐miR‐29 NPs at indicated concentrations after 24 h of incubation. *n* = 3 technical replicates. (H) Confocal microscopy images showing the internalization of the miR‐29a/b mimics (labeled by Cy5) by CaCO_2_ cells delivered with NPs 6 h after treatment. *n* = 3 technical replicates. (I) qPCR analysis for relative *miR‐29a/b* expression in CaCO_2_ cells delivered with NPs 6 h after treatment. *n* = 4 mice in each group. (J) Representative picture showing the injectability of the LMSH‐NPs‐ miR‐29a/b hydrogel. (K) CLSM images of LMSH‐cy5 hydrogel (red) in colon mucosal surfaces layer (green) after 1 h of rectal administration. Scale bar: 50 µm. *n* = 3 technical replicates. (L) Fluorescence microscopy images showing the intake of miR‐29a/b by epithelial cells in the colon. The mice were treated with LMSH‐NPs‐ miR‐29a/b hydrogel by enema for 6 h. Scale bar: 50 µm. *n* = 3 technical replicates. (M) qPCR analysis for relative *miR‐29a/b* expression in the epithelial of colonic tissues for 3 days of LMSH‐NPs‐miR‐29a/b hydrogel treatment by enema. *n* = 3 mice in each group. (N) Quantification of weight loss in WT mice following 5 days of DSS treatment, coupled with LMSH‐NPs, LMSH‐NPs‐NC, LMSH‐NPs‐ miR‐29a/b treatment. *n* = 4–6 mice in each group. (O) Representative gross images of the colon of mice treated with LMSH‐NPs, LMSH‐NPs‐NC, LMSH‐NPs‐ miR‐29a/b treatment followed by 5 days 3.5% DSS treatment. *n* = 4–6 mice in each group. (P) Quantification of colon length under the different condition in (O). *n* = 4–6 mice in each group. (Q) Hematoxylin‐eosin (HE) staining and quantification of the clinical scores in the colon from WT mice following 5 days of DSS treatment, and treated with LMSH‐NPs, LMSH‐NPs‐NC, LMSH‐NPs‐ miR‐29a/b hydrogel. Scale bar: 100 µm. *n* = 3–6 mice in each group. (R) Double immunofluorescence for Pcna and E‐cad and quantification of Pcna^+^ cells per crypt in the colon from WT mice following 5 days of DSS treatment, and treated with LMSH‐NPs, LMSH‐NPs‐NC, LMSH‐NPs‐miR‐29a/b hydrogel. Scale bar: 50 µm. *n* = 4–6 mice in each group. (S) Immunohistochemistry and quantification for Ifng^+^, p‐Stat1^+^, and CD8a^+^ cells in the colon from WT mice following 5 days of DSS treatment, and treated with LMSH‐NPs, LMSH‐NPs‐NC, LMSH‐NPs‐miR‐29a/b hydrogel. Scale bar: 50 µm. *n* = 3–6 mice in each group. (T) Western blotting for p65, IL‐1β, TNF‐α in the colon from WT mice following 5 days of DSS treatment, and treated with LMSH‐NPs, LMSH‐NPs‐NC, LMSH‐NPs‐ miR‐29a/b hydrogel. β‐actin was used as a loading control. *n* = 4–6 mice in each group. (U) Western blotting for p‐Stat3, Stat3, and Ifng in the colon from WT mice following 5 days of DSS treatment, and treated with LMSH‐NPs, LMSH‐NPs‐NC, LMSH‐NPs‐miR‐29 hydrogel. β‐actin was used as a loading control. *n* = 4–6 mice in each group. Data are presented as mean ± SD. The ANOVA test (I, M) or Duncan's post hoc test following one‐way ANOVA (G, N, P, Q, R, S). * *p* < 0.05, ** *p* < 0.01.

We ultimately tested whether the LMSH‐NPs‐ miR‐29a/b hydrogel could alleviate DSS‐induced inflammation. We continuously administered LMSH‐NPs hydrogel to the large bowel of WT mice, and 3 days later we concurrently fed the mice drinking water with 3.5% DSS for 5 days. Compared with the treatment with LMSH‐NPs negative controls, treatment with LMSH‐NPs‐miR‐29a/b hydrogel ameliorated body weight loss and colon shortening (Figure 6N–P). Strikingly, the LMSH‐NPs‐miR‐29a/b hydrogel reduced inflammation and compromised integrity of the colon's epithelium as indicated by a lower clinical score and greater epithelial proliferation (Figure 6Q–S). Consistent with our findings above, the JAK‐STAT signaling pathway was significantly lower in the colon of LMSH‐NPs‐miR‐29a/b hydrogel‐treated mice, whereas Ifn‐γ levels (with its mRNA being the target of miR‐29a/b) was lower, in contrast to control‐treated mice (Figure 6T,U). These findings indicated that LMSH‐NPs‐ miR‐29a/b hydrogel is efficient in treating mice with active colitis. Collectively, our results indicate that LMSH‐NPs‐ miR‐29a/b hydrogel may be a powerful treatment strategy for IBD.

## 3 Discussion

In this article, we identified the critical roles of Tc1 and Tc17 cells in UC and showed how *miR‐29* regulates them through JAK‐STAT signal pathway. We showed that *miR‐29a/b* expression was dramatically elevated in the inflamed colon tissues of UC patients, which is a compensatory response to slow down the development of UC. However, as the increasing level of *miR‐29a/b* expression was limited and not enough to prevent the disease progression, we employed a LMSH‐NPs‐miR‐29a/b hydrogel to deliver more *miR‐29a/b* for effective treatment (Figures 1K and 6L–M). Meantime, the heterozygous mice (*MiR‐29ab^+/−^*) didn't exhibit excessive inflammatory infiltration and T cell overactivation, further supporting our above viewpoint (Data was not displayed). To clarify the role of *miR‐29a/b*, we used *MiR‐29ab1*‐deleted mice to reveal that *miR‐29a/b* inhibited severe colitis by reducing the inflammatory response. More intriguingly, we discovered the major protective role of *miR‐29a/b* was mediated by the critical cell populations in mesenchyme rather than in epithelium. Furthermore, transcriptome analysis showed that *miR‐29a/b* suppressed inflammatory responses and inhibited excessive activation of CD8^+^ T cells through downregulating the *Ifng*‐JAK‐STAT signaling pathway. Our work also identified CD8^+^ T cell differentiation as important regulatory target in UC. Additionally, the accumulation of these two miRNAs in colorectal adenocarcinama is negatively correlated with T cell differentiation and the TNF‐α signaling pathway, indicating that *miR‐29a/b* may also participate in the occurrence and development of colorecal tumors.

Despite the fact that the participation of CD8^+^ T lymphocytes in colitis has been discussed and reported for a while [26], more thorough research should be carried out to determine the function and regulation of CD8^+^ T cells in the pathophysiology of UC. In this context, new researches sheds light by recognizing unique CD8^+^ T cell characteristics in IBD patients and grouping them according to RNA and protein expression patterns [8]. However, the transcriptional regulation underlying the differentiation towards these different populations is unknown. In the present work, we found that *miR‐29a/b* activated CD8^+^ T lymphocytes and promoted their differentiation into Tc1 and Tc17 cells by targeting *Ifng* at the mRNA levels. Our findings revealed that rIfng greatly increased the expression of p‐Stat1 and IL‐17 in CD8 cells but had no effect on the expression of p‐Stat3, showing that p‐Stat3 does not rely on Ifng to enhance CD8^+^ T cell differentiation. Additionally, the considerable drop in IL‐17 expression at protein level induced by JAK‐STAT inhibition demonstrated the relevance between STAT and IL‐17 in CD8^+^ T cells. Furthermore, many stromal cells, including CD8^+^ T cells, can release Ifng that activates the JAK‐STAT pathway to promote CD8^+^ T cell activation and differentiation into Tc1 and Tc2 cells. Tc1 cells then release the Ifng cytokine to further stimulate CD8^+^ T cell differentiation and form a positive feedback cycle. The overactivation of CD8^+^ T cells might be related to infiltration of immune cells, upregulated immune‐related pathways and enhanced innate and adaptive immune responses and a damaged intestinal barrier. A recent study found *miR‐29a* attenuated CD8^+^ T lymphocyte exhaustion and induced memory‐like CD8^+^ T lymphocytes during chronic infection [20]. Furthermore, *miR‐29a/b* pre‐programmes the immune response in naïve cells and improve the memory response in a viral infection model [19]. Interestingly, we firstly find that *miR‐29a/b* also act as switches that antagonize CD8^+^ T cell overactivation and differentiation in patients with UC. Taken together, CD8^+^ T cell populations exhibit high heterogenicity under different conditions, emphasizing the necessity of in‐depth research on CD8^+^ T cell function in patients with IBD. Of course, *miR‐29a/b* may participate in the regulation of T‐cell dysfunction through multiple signaling pathways or target genes. First, *miR‐29a/b* can target and inhibit the expression of genes related to co‐stimulatory molecules such as CD28, making it difficult for T cells to be fully activated and leading to T cell dysfunction [27]. Second, an increase in *miR‐29a/b* expression can suppress T‐bet expression, blocking Tc1 cell differentiation and affecting the normal function of T cells [27]. Third, *miR‐29a/b* may inhibit the expression of cyclin D1, blocking the progression of the T cell cycle and suppressing the T cell proliferation [28].

To identify the major target genes regulated in the DSS model, we made the intersection of the *miR‐29* target gene dataset, the gene set considerably elevated in *miR‐29* mutant mice, and the gene set significantly dysregulated in UC patients. We discovered that *IFNG* is the gene that fits the above criteria and has the most substantial alterations, and it was shown to be the most important target gene modulated by *miR‐29* in UC. Ifng, an important upstream regulatory factor, is thought to be one of the primary causes of this overreaction of the immune system, which leads to severe mucosal injury and extensive leukocyte infiltration [29]. It is essential for immunological responses in infection, particularly intracellular bacterial infections [30]. Interestingly, a recently published study found that activation‐induced downregulation of *miR‐29a/b* facilitated Ifng production in activated CD4^+^ T cells and natural killer (NK) cells to resist intracellular bacterial infection and that *miR‐29a/b* directly targeted *Ifng* [23]. At first glance, our findings appear contradictory as *miR‐29a/b* and its target *Ifng* may play distinct roles in bacterial infection and DSS‐induced colitis. In addition, *Ifng^−/−^* mice with reduced DSS‐induced inflammation demonstrated the critical function of this cytokine in the onset of colitis [31]. Furthermore, mice lacking *miR‐29a* displayed worsening colitis along with increased levels of IL‐23 and Th17 hallmark genes in the intestinal mucosa after being challenged with DSS [24]. These findings are concordant with our results, and our research expands the breadth of the immunoregulatory roles of *miR‐29a/b* in UC. Additionally, epithelial Ifng signaling orchestrates gut immunity via controlling the development of pathogenic CD4^+^ T cell responses [32], indicating the role of antigen presentation and cell‐autonomous defense mechanisms [33]. More importantly, our research proposes a mechanism by which stromal Ifng directly stimulates CD8^+^ T cells followed by excessive activation of inflammation and barrier disruption via the JAK‐STAT1 signal pathway. Furthermore, we also find Stat3 activates CD8^+^ T cells Ifng‐independently, and more precise mechanisms deserve further research in future.

Many cytokines are known to signal through the JAK‐STAT pathway. Interferons bind to surface receptors in this pathway, triggering a series of events that eventually cause STAT proteins to get phosphorylated intracellularly. Consequently, as a transcription factor, activated STAT results in sufficient immunological responses [34]. Furthermore, immune response dysfunction is associated with overactivation of the JAK‐STAT signal, and thus, newly discovered JAK inhibitors have been demonstrated to be successful in treating autoimmune conditions like UC [35] and rheumatoid arthritis [36]. Despite the development of many JAK inhibitors effective in UC, similar clinical responses were not duplicated in patients with CD with moderate‐to‐severe disease [35]. In addition, though increasing evidence indicates the roles of the various STATs in the cellular compartments of lymphocytes, macrophages and intestinal epithelial cells (IECs) [37], it is unclear whether epithelial or mesenchymal cells contribute significantly to the immune response. Therefore, our results further elucidate molecular mechanisms of JAK‐STATs contributing to UC and may provide new avenues for UC therapeutic development.

The biological processes responsible for intestinal mucosa injury and repair are distinct but interconnected. A fresh injury or the quick healing of injured tissues may be the cause of changes in the levels of *miR‐29a/b* and other variables seen in the damaged mucosa. Interestingly, recent research demonstrated that *miR‐29a/b* controlled intestinal epithelial regeneration and wound healing by reacting with circHIPK3 [38]. Furthermore, *miR‐29a/b* influences intestinal epithelial barrier function via interaction with the long noncoding RNA (lncRNA) UC.173 [3]. Recently, there is a proof now that lncRNAs represent a new class of master regulators of intestinal epithelial homeostasis and play an essential roles in the development, adaptability, and permeability of the gut mucosa [3, 4, 31]. It is well known that lncRNAs can carry out a variety of biological tasks by interacting with miRNAs as inhibitors or RNA decoys to decrease the availability and synthesis of miRNAs [6]. These findings provide a possibility for the potential of *miR‐29a/b* in protecting epithelial integrity and post‐injury epithelia recovery in patients with UC. However, the effectiveness and mechanism have not been fully understood and deserve further investigation in the future.

Altogether, *miR‐29a/b* may serve as a generalizable biomarker of immune response in UC, several limitations should be considered when applying the findings to the broader population.

On the one hand, colitis induced by DSS reproduces some of the key features of human UC, it has advanced our understanding of the disease and exhibited some translational value. While the complexity of clinical practice in UC patients cannot be entirely replicated by the DSS model. First, a major limitation is that the intricate pathophysiology of human UC, which is impacted by a number of environmental, genetic, and immunological variables, is not entirely replicated by DSS‐induced colitis [39]. Second, DSS‐induced colitis represents a T‐cell‐independent, chemically induced model, primarily driven by innate immune responses, showing that the DSS model is unable to replicate the UC patients' immunological microenvironment [40]. Third, we conducted acute colitis mouse model by treating the C57BL/6 mice with 3.5% DSS for 5 days which is different from the chronic colitis. The histological changes of chronic inflammation were often accompanied by intestinal fibrosis inducing by inciting inflammation and causing damage to the intestinal lining [41]. So, the model may be less effective at chronic enteritis and UC patients with fibrosis.

On the other hand, the study's limitations include its emphasis on gut cells isolated from mice and its evaluation of the effects of *miR‐29a/b* in specific loss‐of‐function experimental scenarios. Since inflammatory IL‐17 responses are not limited to the intestine, research into different types of pathological inflammation in other organs will be crucial to comprehending the wider effects of miR‐29a/b. Furthermore, our research surely overlooks many other pertinent targets in a wide range of cells in a variety of settings, as miRNAs usually target several gene transcripts. Therefore future validation will require expanding the other mouse strains or humans.

## 4 Conclusion

In summary, we show that *miR‐29a/b* is upregulated in patients with UC and in DSS‐induced colitis‐affected mice and that this upregulation relieves the development of significant inflammation in the colon. Thus, our findings suggest that *miR‐29a/b* regulates CD8^+^ T cell activation and differentiation towards Tc1 and Tc17 cells and a positive feedback mechanism in UC possibly via the *Ifng*‐JAK‐STAT signal. Therefore, our results therefore imply that the elevated expression of *miR‐29a/b* seen during inflammatory illness may reduce the severity of colitis, which may have therapeutic consequences. More significantly, food consumption allows plant‐based miRNAs to reach the human body's tissues and circulation. Additionally, once they are within the body, they will have biological impacts via controlling the expression of target genes, which will impact the body's physiological processes. Our study offers a theoretical foundation for creating dietary regimens for enteritis patients.

## 5 Material and Methods

### 5.1 Ethics Statement 

All experiments involving animals and human patients were conducted according to the ethical policies and procedures approved by the ethics committee of the Faculty of Pharmacy, Cairo University, Egypt (Approval no. AW31012202‐4‐2). Eight samples of human fresh colon colitis mucosa from patients with UC, along with adjacent normal tissue samples, were collected while the patients underwent a colonoscopy in The Chinese Academy of Medical Science Cancer Hospital and Beijing Hospital. Experimental approval (CAUHR2021020) was provided by the Human Research Ethics Committee of China Agricultural University. Each participant provided written informed consent. Tissue was immediately saved in 4% paraformaldehyde. Mice were housed in ventilated cages (maximally six mice per cage) in particular pathogen‐free circumstances. The mice were maintained on a standard 12:12 light cycle and had ad libitum access to autoclaved food and water. All trials, unless otherwise noted, used 8–12 week old littermate mice who were age and sex matched.

### 5.2 Animal Experiment

We looked at both male and female animals in our study, and the results are comparable for both sexes. The *MiR‐29ab1^−/−^* mice and Vil‐cre mice were kindly provided by Prof. Zheng‐quan Yu of China Agriculture University. Mice with an intestinal epithelial cell‐specific *miR‐29ab1* deletion *(VillinCre;MiR‐29ab1^flox/flox^*) were generated by crossing Vil‐cre mice^4^ with those harboring loxP‐flanked *MiR‐29ab1* (*MiR‐29ab1^flox/flox^*). Every mouse was produced using the C57BL/6 background. Mice were fed 3.5% (w/v) DSS (MP Biomedicals, Santa Ana, CA) of molecular weight 36,000–50,000 in water for 5 days, then three to 5 days of just drinking water in order to treat acute colitis. For statics treatment, statics acquired from MCE was injected intraperitoneally at 25 mg/kg per mouse 1 day before 3.5% DSS treatment and once a day during DSS administration. We observed the health condition of DSS‐treated mice and recorded body weight as well as the presence of diarrhea and bloody stools to score the severity of colitis. Mice were killed at the indicated points; colon length was measured and colon tissues were collected for further analysis. Hematoxylin and eosin (H&E) staining was used to grade the pathology blindly, taking into account factors such as depth of injury, crypt destruction, and inflammatory intensity, as previously reported^5^.

### 5.3 In situ Hybridization

The *miR‐29a/b* in situ hybridization assay was carried out on mice colon tissues as previously described but with modifications [6]. Briefly, digoxigenin‐labeled locked nucleic acid (LNA) probes purchased from Exiqon were used following the detailed procedure provided by the manufacturer's protocol. Hybridization of *miR‐29a/b*, scrambled LNA probes and the positive control U6 (Exiqon, Vedbaek, Denmark) were hybridized overnight at 61°C. Positive staining of *miR‐29a/b* was detected using an anti‐digoxigenin antibody (Roche, Basel, Switzerland) and BM purple substrate (Roche). The sections were incubated with the NBT/BCIP solution (Roche) for color response following several buffer washes. The mounted slides were visualized by fluorescence microscopy (Leica, Germany)

### 5.4 Cell Culture and Transfection

For in vitro experiments, 293T cells were cultured in DMEM supplemented with 10% fetal bovine serum (FBS, ThermoFisher) and 1% penicillin‐streptomycin. Transfecting 293T cells temporarily was accomplished with the Lipofectamine 2000 reagent (Invitrogen, Eugene, USA) with 40 nm of miR‐29a/b‐3p microRNA mimics (mimics‐ miR‐29a/b) or the negative control (mimics‐NC) or miR‐29a/b ‐3p microRNA inhibitor (inhibitor‐ miR‐29a/b) or the scrambled RNA (inhibitor‐NC) in compliance with the manufacturer's guidelines (Invitrogen, Carlsbad, CA).

The mouse CD8^+^ T cell line CTLL‐2 was grown in RPMI 1640 (Gibco, San Diego, CA) supplemented with 10 ng/mL IL‐2 (SinoBiological, USA). For miR‐29a/b overexpression or inhibition, cells were treated with 40 nm of the above microRNAs and performed according to the manufacturer's instruction using Neon transfection reagent (Thermo Scientific, Waltham, MA, USA) with a Neon electrotrotransfection system at 1700 V for 20 ms. The sequences used for cell transfection are located in Table S1, Supporting Information.

For IFN‐γ treatment, CTLL‐2 cells were cultured with 10 ng/mL IL‐2 and stimulated with 3.5 µg/mL CD3 (Biolegend, 100340) and 1 µg/mL CD28 (Biolegend, 102116) under the condition of supplementation with or without 200 ng/mL of recombinant mouse IFN‐γ (PreproTech, 315‐05) for 48 h. Next, CTLL‐2 cells were treated with 200 ng/mL of IFN‐γ under the condition of supplementation with or without 100 µm Ganoderic Acid A (MCE, HY‐N1447) for 48 h.

### 5.5 Dual Luciferase Reporter Assays

For target validation, the 3' UTR of the target mRNA was cloned into the pmirGLO vector just downstream of the Renilla luciferase gene, spanning at least 400 base pairs (bps) around the anticipated binding site of *miR‐29a/b*. (Jima, Suzhou, China). Nucleotides in the target site complementary to the *miR‐29a/b* seed region were altered in order to produce reporters with mutant 3' UTRs. (Jima, Suzhou, China). For normalization of transfection efficiency, 293T cells were cotransfected with 50 ng of the above vectors, mimics‐NC and mimics‐miR‐29a/b, as well as inhibitor‐NC and inhibitor‐miR‐29a/b. Using the dual‐specific luciferase assay kit (Promega, Madison, WI), luciferase assays were measured. At least three replications of each reporter assay were conducted. The sequences used for dual luciferase activity assays are located in Table S2, Supporting Information.

### 5.6 RT‐PCR

Total RNA was isolated from cells or colon tissues of mice in accordance with the manufacturer instructions and cDNA was generated with All‐In‐One RT Master Mix. Quantitative analysis of expression was performed using SYBR Premix Ex Taq (Themo Scientific). The relative gene expression was normalized to *Actb* (the gene encoding β‐actin). Using the Mir‐X miRNA First‐Strand Synthesis kit, 1 µg of total RNA was utilized to synthesize the cDNA for the miRNA RT‐PCR. (Takara Biotechnology, Shiga, Japan). The generated cDNA was then subjected to qRCR according to the instructions provided by the manufacturer. The primers used are located in Tables S3 and S4, Supporting Information.

### 5.7 RNA‐Sequencing

After being separated from mouse colon tissue, RNA was kept in TRIzol and the whole‐genome sequencing was executed by the Novogene company (Beijing, China). GSEA software was utilized to carry out gene analysis with differential expression based on the *p* value from the differential expression analysis.

### 5.8 Histologic Analysis and Immunofluorescence and Immunochemistry

For histological analysis, the colon tissue was washed with ice‐cold PBS, fixed with 4% formaldehyde solution and embedded in paraffin. The colon tissues were sectioned at 5 µm intervals and were deparaffinized by sequential washes of xylene and serial dilutions of ethanol and double‐distilled water (ddH_2_O). For histological analysis, sections were stained with H&E. Crypt abscess, erosion, ulcer, elevated chronic colitis in the lamina propria, submucosal inflammation, basal plasmacytosis and crypt distortion were scored on a 0–5 scale. For immunofluorescence and immunochemistry, sections were treated to heat‐mediated antigen retrieval in sodium citrate buffer, and then sections were incubated in 1% hydrogen peroxide to stop the endogenous peroxidase activity. After washing three times with PBS and blocking for 1 h with blocking solution (Solarbio Life Science, Beijing, China), after that, slices were left overnight at 4 ° C to be treated with primary antibodies, including for anti‐mouse IL‐1β (CST, 4970s), p65 (CST, 8242), CD45 (Santa Cruz, sc‐28369), F4/80 (Santa, sc‐52664,), Ki67 (Abcam, ab15580,), Pcna (Santa Cruz, sc‐56,). After incubation with the antibodies, sections were treated with the relevant secondary antibodies after three PBS washes followed by reacting with 3, 3'‐diaminobenzidine and covering sections with neutral balsam. Alternatively, following secondary antibody incubation, slices were coated with a quenching agent and stained for 5 min.

### 5.9 Western Blotting and Antibodies

Tissues or cells were subjected to WB analysis according to standard protocols and lysed in RIPA buffer that has been enhanced with inhibitors of the protease and phosphatase (Beyotime Biotechnology, Beijing, China). A BCA protein assay kit was used to measure the quantities of proteins, (Beyotime Biotechnology, Beijing, China), 20 µg of total protein was separated by 6%‐12% sodium dodecyl sulfate (SDS)‐PAGE and transferred to polyvinylidene difluoride membranes (Millipore, Billerica, MA). After blocking the membranes with 5% nonfat dry milk, they were incubated at room temperature for 1 h and then at 4 ° C for an overnight incubation period with the primary antibody. The following antibodies were used: IL‐1β (CST, 4970s), p‐p65 (CST, 3033T), p65 (CST, 8242), TGF‐β (Abcam, ab64715), β‐actin (CST, 8457T), CyclinD1 (Abcam, ab134175), Occludin (Abcam, ab216327), ZO‐1 (Santa, sc‐33725,), E‐cadherin (CST, 3195T), Claudin1 (sc‐166338), Pcna (sc‐56), Stat3 (Abcam, ab76315,), IL‐17 (sc‐374218), Ifng (sc‐8423), Ifitm3 (sc‐100768), p‐Stat3 (sc‐8059), p‐Stat1 (sc‐136229), Stat1 (sc‐136229). The suitable secondary antibodies were incubated with the membranes and the resulting protein staining was visualized using an electrochemiluminescence kit (Millipore).

### 5.10 EdU Staining

For EdU incorporation assay, 10 mm Edu dissolved in ddH_2_O was i.p. injected into mice, and they were sacrificed 2, 24, 48 h following the injection. Then, the colon tissues were preserved with 4% formaldehyde solution, embedded in paraffin, sectioned at 5 µm and deparaffinized. The sections were stained for EdU using the BeyoClick EdU Cell Proliferation Kit (Beyotime Biotechnology, Beijing, China), in line with the manufacturer's guidelines.

### 5.11 Isolation of Intestinal Epithelium and Mesenchymal Cells

After longitudinal dissection, mouse colons were washed three times with ice‐cold PBS buffer and sliced into 5‐mm‐long pieces. These pieces were then incubated for 30 min at 37 ° C with continuous shaking at 200 rpm in PBS buffer adding 5 mm EDTA in order to release the epithelial cells. Suspended cells were collected after vigorous shaking, the remaining colon tissue pieces were digested with 10 mL digestion solution containing 300 U/mL collagenase II (Thermo Fisher, Waltham, MA) and 0.08 U/mL dispase II (Beyotime Biotechnology, Beijing, China) for another 30 min incubation at 37 

 C on a rotating platform. After digestion, epithelial cells as well as mesenchymal cells were shaken vigorously and collected into a new tube after being passed through 100 µm cell strainers, then were pelleted at 300 × *g* for 5 min. Single‐cell suspensions were produced after treatment with dispase II (Beyotime Biotechnology, Beijing, China) and DNase I (Beyotime Biotechnology, Beijing, China), then passing the mixture through a 40 µm cell strainer.

### 5.12 Flow Cytometric and Cell Sorting

BD FACS Arial 3.0 was used to analyze or sort single‐cell suspensions in accordance with accepted practices. The resulting fcs files were imported and analyzed with FlowJo V10.

For membrane protein staining, single‐cell suspensions were stained with DAPI (Beyotime Biotechnology, Beijing, China) used as a viability dye to remove dead cells followed by fluorophore‐conjugated antibodies for 15 min on ice. The following antibodies were used: APC/Cyanine7 anti‐mouse CD326 (Biolegend, 118217), PerCP/Cyanine 5.5 anti‐mouse CD45 (Biolegend,103131), PE/Cyanine7 anti‐mouse CD19 (Biolegend, 115519), PE anti‐mouse CD3 (TONBO, 50‐0032‐U100), APC anti‐mouse CD8 (Biolegend,100711), and FITC anti‐mouse CD4 (Biolegend, 100406).

For cytokine staining, single‐cell suspensions underwent Zombie staining (Biolegend, 23101) used as a viability dye to remove dead cells followed by fixation, membrane permeabilization (Biolegend, 426803) and fluorophore‐conjugated antibodies for 15 min on ice. The following antibodies were used: FITC anti‐mouse Ifng (eBioscience, 11‐7311‐81), PE/Cyanine7 anti‐mouse Granzyme B (Iivitrogen, 25‐8898‐82) and APC/Cyanine7 anti‐mouse IL‐17(Biolegend, 506921).

### 5.13 Statistical Analysis

Every experiment that was presented was carried out at least three separate occasions. Results were all presented as mean ± SD and the survival data were presented by Kaplan–Meier plot. Data analysis was carried out with SPSS (IBM), Excel (Microsoft) and GraphPad Prism (GraphPad 397 Software). Image J (NIH) was used for blot and image analysis. FlowJo 10.4 (FlowJo 398 LLC.) was used for flow cytometry analysis. GSEA 4.1.0 (Broad Institute) was used for GSEA. The significance of the differences between two groups was analyzed by Student's *t*‐test. Non‐significant was represented by ns. For multiple groups, the significance was analyzed with Duncan's post hoc test following one‐way ANOVA. Significant differences were established at the level of *p < 0.05, **p < 0.01, ***p < 0.001. Animals were randomly assigned to groups based on genotype. The animal experiments were not carried out in a blinded fashion.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Supplementary File 1**: exp270058‐sup‐0001‐figureS1‐S7.docx.

**Supplementary File 2**: exp270058‐sup‐0002‐tableS1‐S4.docx.

## Data Availability

The Gene Expression Omnibus has been deposited with the RNA‐seq data presented in this study (GSE253734). One of the samples from WT mice and another sample from *MiR‐29ab1^−/−^* mice were excluded from analysis.

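The processed tables used here hold 4 WT mice and 4 *MiR-29ab1-/-* mice without DSS and 3 WT mice and 3 *MiR-29ab1-/-* mice after DSS, the numbers that the paper gives for its RNA sequencing panels, and all 14 were used. The paper's text does not name the excluded samples, the experiment they belong to or the reason, and they were not analysed here.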

# Supplementary material for: MiR‐29a/b Suppresses CD8+ T Cell Effector Function and Intestinal Inflammation
**Source:** Exploration (Beijing). 2025 Jun 10;5(4):20240363. doi: 10.1002/EXP.20240363
**Supplement:** Supplementary file 1 — exp270058‐sup‐0001‐figureS1‐S7.docx.

**_­­
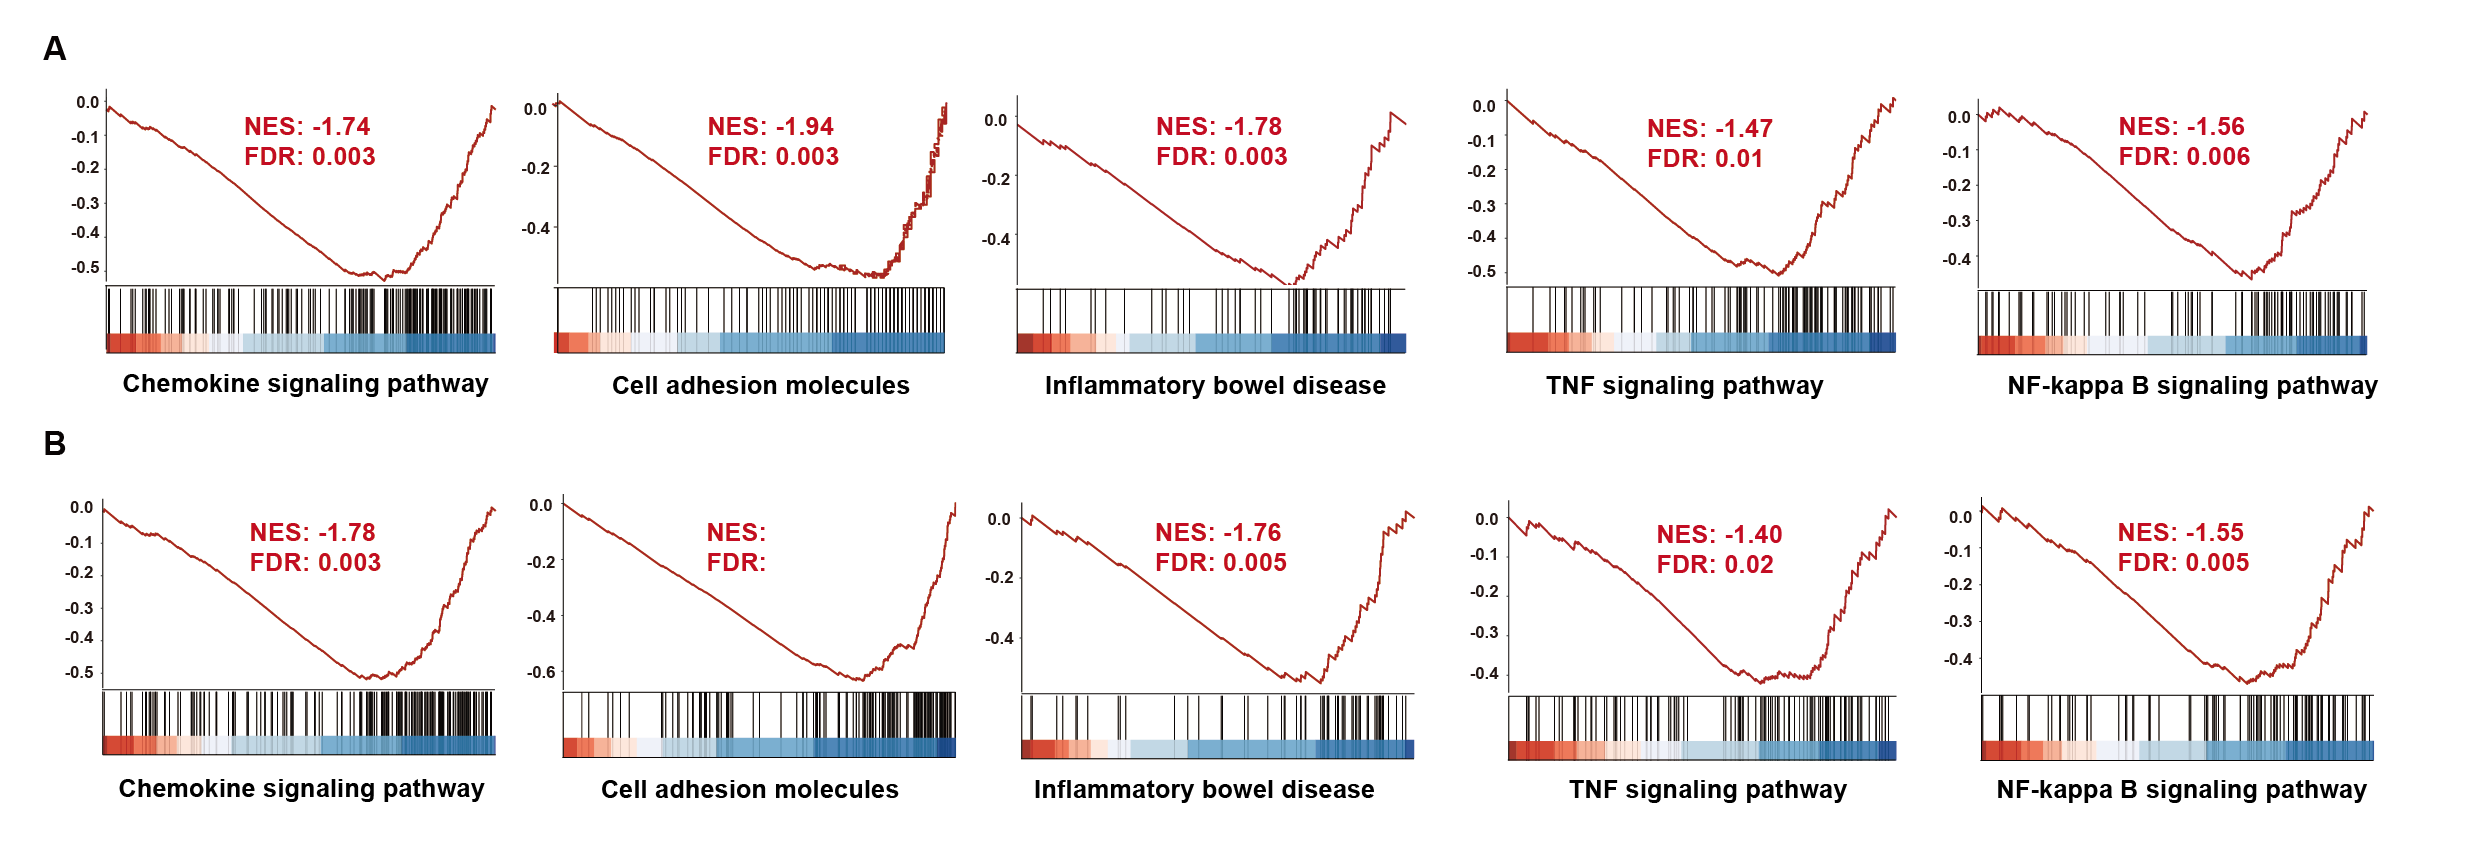
_**

**Supplementary Data Fig. S1.** *MiR-29a/b* **is closely related to the regulation of T cell fate and inflammation signaling pathway.** A, Immune-related pathways enriched in GSEA on genes related to hsa-miR-29a-3p in COAD and READ data set from TCGA platform. n = 8 normal tissues and 457 tumors in COAD, 3 normal tissues and 162 tumors in READ. B, Immune-related pathways enriched in GSEA on genes related to hsa-miR-29b-3p in COAD and READ data set from TCGA platform. n = 8 normal tissues and 457 tumors in COAD, 3 normal tissues and 162 tumors in READ.

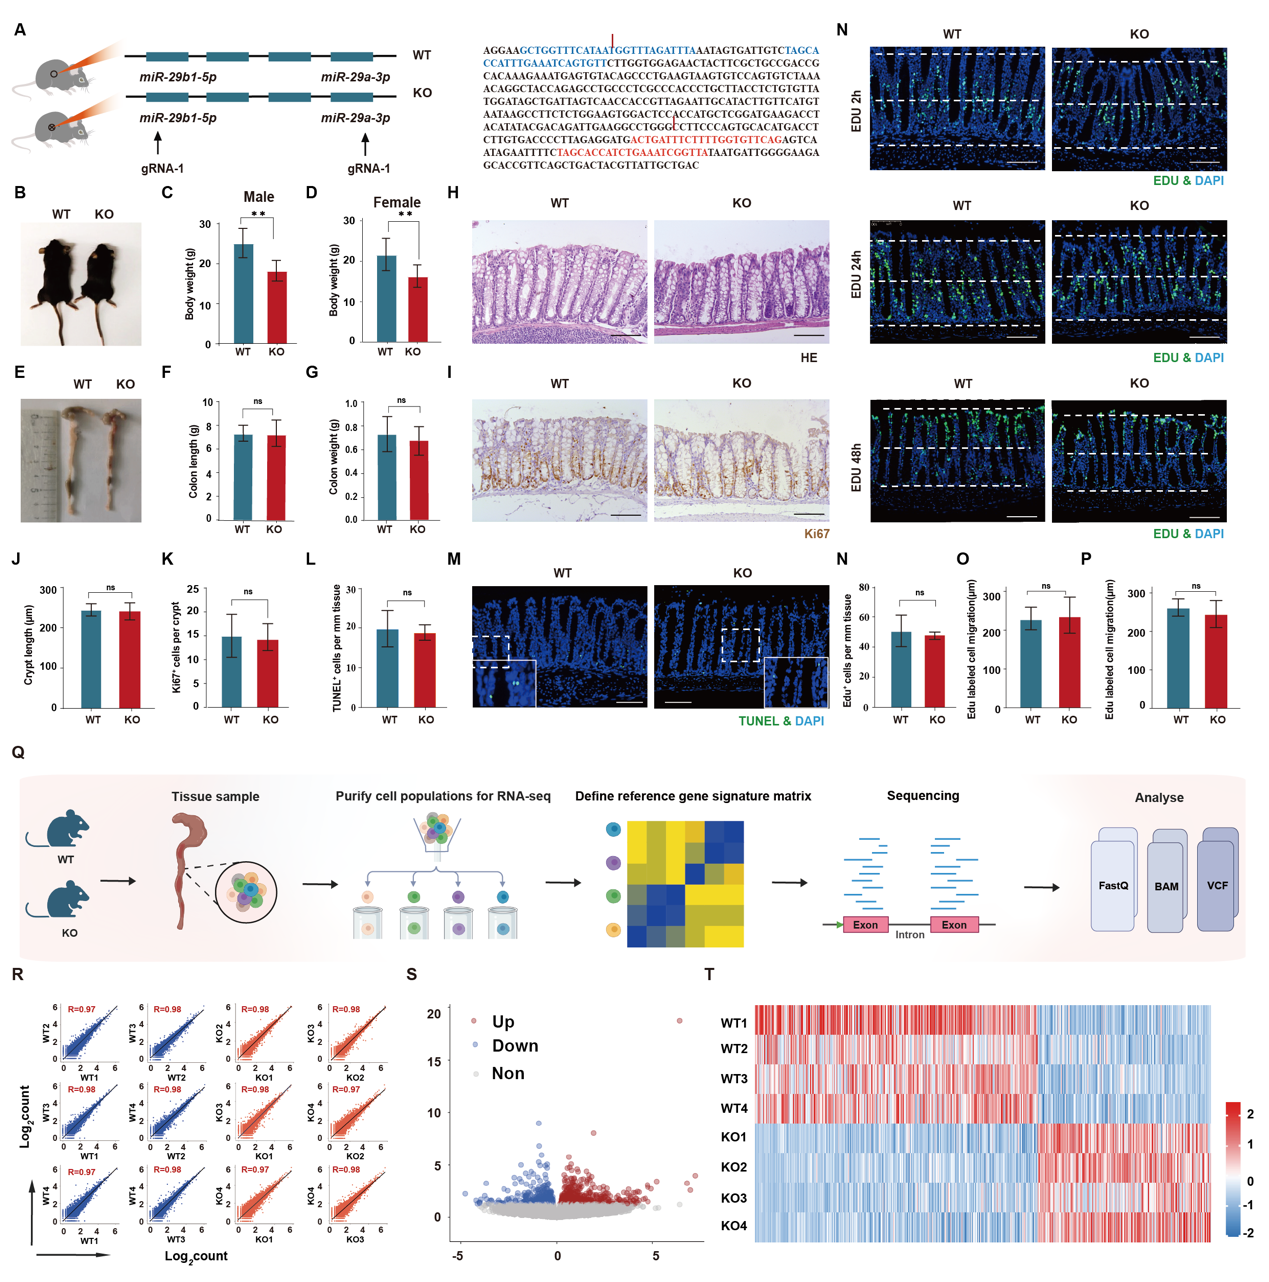

**Supplementary Data Fig. S2. The phenotypes of *MiR29ab1^-/-^* mice in physiological status.** A, Schematic diagram showing construction strategy for *MiR29ab1^-/-^* mice. B, Photos of WT and *MiR29ab1^-/-^* mice. C-D, Body weight of WT and *MiR29ab1^-/-^* mice. n = 18 mice in each group. E, Photos of colon from WT and *MiR29ab1^-/-^* mice. F-G, Quantification of the length and weight of colon from WT and *MiR29ab1^-/-^* mice. n = 18 mice in each group. H, Histological images of colon from WT and *MiR29ab1^-/-^* mice. Scale bar: 100 µm. n = 6 mice in each group. I, Immunohistochemistry for Ki67 in the colon from WT and *MiR29ab1^-/-^* mice littermates. n = 3 mice in each group. J-L, Quantification of crypt length, Ki67^+^ cell and TUNNEL^+^ cell in colon of WT and *MiR29ab1^-/-^* mice. n = 3-6 mice in each group. M, Representative images of TUNEL in the colon from WT and *MiR29ab1^-/-^* mice littermates. n = 6 mice in each group. N-P, The rate and quantification of EDU^+^ cell migration in colon of WT and *MiR29ab1^-/-^* mice. Q, Schematic diagram showing the process of bulk RNA-sequencing on colon tissues from WT and *MiR29ab1*^-/-^ mice in physiological conditions. R, Correlation between data from WT mice or *MiR29ab1*^-/-^ mice analyzed by spearman method. n = 4 mice in each group. S, Volcano plot of genes detected in the RNA-sequencing. n = 4 mice in each group. T, Heatmap of differential gene expression analysis on colon tissues from WT and *MiR29ab1*^-/-^ mice. The cutoff was *P* < 0.05. n = 4 mice in each group. Data are presented as mean ± SD. Student's *t*-test. * *P* < 0.05, ** *P* < 0.01.

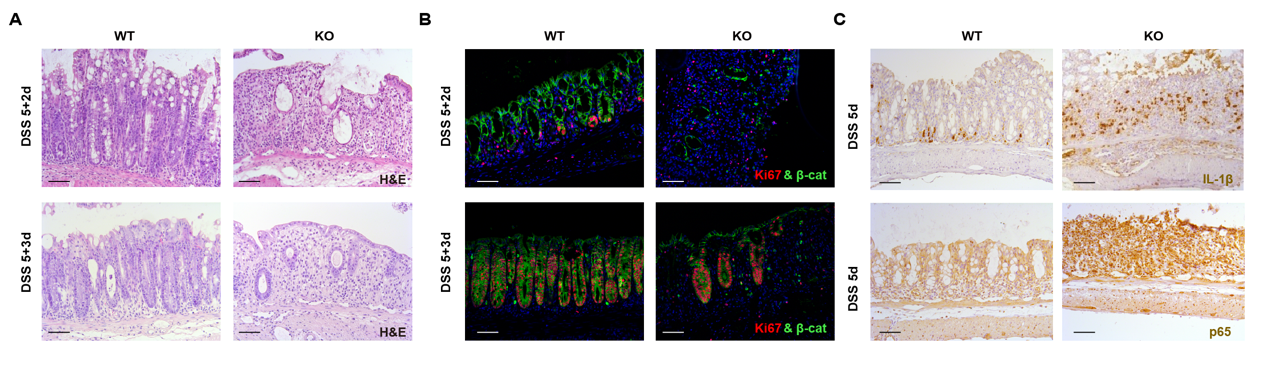

**Supplementary Data Fig. S3. Deletion of *MiR-29ab1* increases the severity of DSS-induced colitis and colon innjury.** A, Histological images of colon from WT and *MiR29ab1^-/-^* littermates following 5+2 and 5+3 days of DSS treatment. Scale bar: 100 µm. n = 2-3 mice in each group. B, Double immunofluorescence for Ki67 as well as β-catenin in the colon from WT and *MiR29ab1^-/-^* mice following 5+2 and 5+3 days of DSS treatment. n = 2-3 mice in each group. C, Immunohistochemistry for IL-1β and p65 in the colon from WT and *MiR29ab1^-/-^* mice littermates following 5 days of DSS treatment. n = 3 mice in each group. Data are presented as mean ± SD. Student's *t*-test. * *P* < 0.05, ** *P* < 0.01.

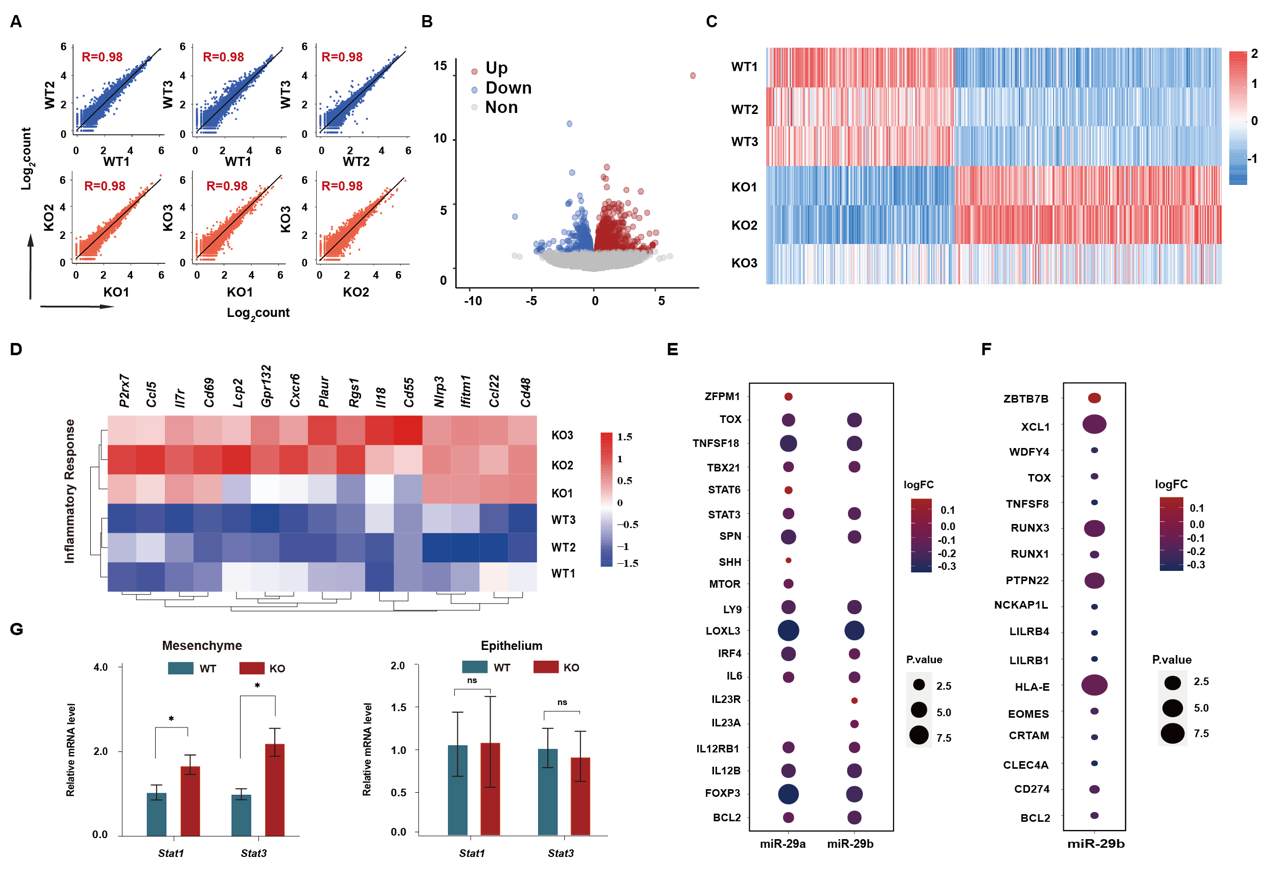

**Supplementary Data Fig. S4. Deletion of *MiR-29ab1* regulates T cell activation and differentiation in colonic stromal cells.** A, Correlation between data from WT mice or *MiR29ab1^-/-^* mice analyzed by spearman method. n = 3 mice in each group. B, Volcano plot of genes detected in the RNA-sequencing. n = 3 mice in each group. C, Heatmap of differential gene expression analysis of colonic tissues from WT and *MiR29ab1^-/-^* mice. The cutoff was *P* < 0.05. n = 3 mice in each group. D, Heatmap of differential gene expression analysis on colon tissues from WT and *MiR29ab1*^-/-^ mice related to inflammation response. The cutoff was *P* < 0.05. n = 3 mice in each group. E, Genes participated in differentiation of CD4 or CD8 league correlated to hsa-miR-29a-3p/ hsa-miR-29b-3p. F, Genes participated in activation of CD8^+^ T cells correlated to hsa-miR-29b-3p. G, qPCR analysis for *Stat1* and *Stat3* in the mesenchyme and epithelium of colon, respectively. n = 6 mice in each group. Data are presented as mean ± SD. Student's *t*-test. * *P* < 0.05, ** *P* < 0.01.

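Of the 15 genes of Fig. S4D, which the paper relates to the inflammation response, 14 were tested after DSS, and 14 of 14 were higher in *MiR-29ab1-/-* mice. An unadjusted p under 0.05 was reached by 13 of them, an adjusted p under 0.05 within the list by 7, and an adjusted p under 0.05 over all genes by 0. The paper chose these genes for their difference on the same mice, so the counts within the list show no stability. The genotypes did not overlap in 7 of the 14, where chance gives 10%. The mean log2 CPM per mouse was 1.01 higher in *MiR-29ab1-/-* mice (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). *P2rx7* (chromosome 5, 122643911 to 122691432), which encodes an ion channel opened by ATP, went from 10.1 ± 1.13 CPM (SD, n = 3) to 14.9 ± 2.10 CPM (SD, n = 3), a log2 fold change of 0.56 (standard error 0.16, adjusted p = 0.65 from edgeR's quasi-likelihood test). *Gpr132* had a log2 fold change of 1.43, *Cxcr6* of 1.22 and *Il18* of 0.60.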

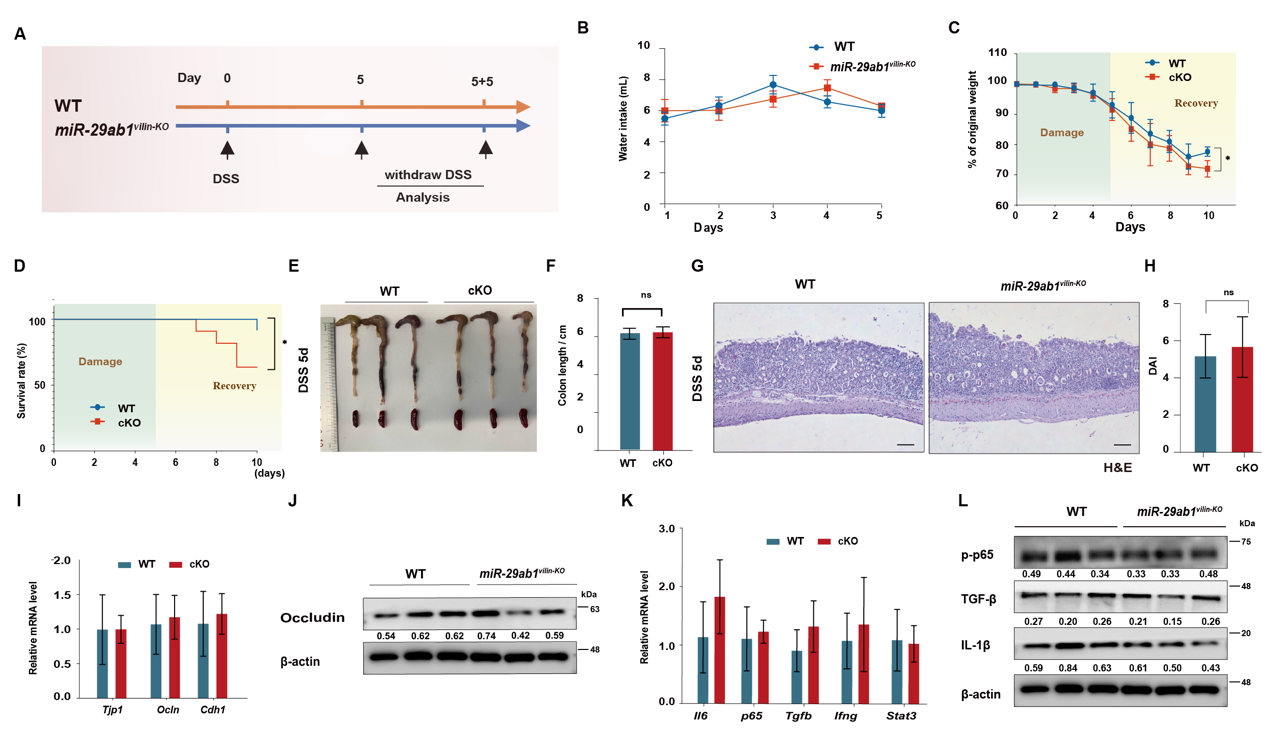

**Supplementary Data Fig. S5.** A, Schematic diagram showing DSS and analysis schedule. B, Quantification of water intake in *Vilin-Cre; MiR29ab1 ^+/+^* and *Vilin-Cre; MiR29ab1 ^fl/fl^* littermates. n = 6-8 mice in each group. C, Quantification of weight loss in *Vilin-Cre; MiR29ab1 ^+/+^* and *Vilin-Cre; MiR29ab1 ^fl/fl^* littermates following 5 days of DSS treatment. n = 6-8 mice in each group. D, Survival curve of *Vilin-Cre; MiR29ab1 ^+/+^* and *Vilin-Cre; MiR29ab1 ^fl/fl^* littermates after DSS treatment. n = 6-8 mice in each group. E-F, Histological images of colon and quantification of colon length from *Vilin-Cre; MiR29ab1^+/+^* and *Vilin-Cre; MiR29ab1 ^fl/fl^* littermates following 5 days of DSS treatment. n = 6-8 mice in each group. G-H, Histological images of colonic tissue and quantification of DAI from *Vilin-Cre; MiR29ab1^+/+^* and *Vilin-Cre; MiR29ab1^fl/fl^* littermates following 5 days of DSS treatment. Scale bar: 100 µm. n = 6 mice in each group. I, qPCR analysis for *Tjp1*, *Ocln* and *Cldn1* of colon from *Vilin-Cre; MiR29ab1^+/+^* and *Vilin-Cre; MiR29ab1 ^fl/fl^* littermates following 5 days post-DSS. n = 6 mice in each group. J, Western blotting for Occludin from *Vilin-Cre; MiR29ab1^+/+^* and *Vilin-Cre; MiR29ab1 ^fl/fl^* littermates following 5 days post-DSS. β-actin was used as a loading control. n = 3 mice in each group. K, qPCR analysis for *Il6*, *p65, Tgfb, Ifng and Stat3* of colon from *Vilin-Cre; MiR29ab1^+/+^* and *Vilin-Cre; MiR29ab1 ^fl/fl^* littermates following 5 days post DSS. n = 6 mice in each group. L, Western blotting for p-p65, TGF-β and IL-1β from *Vilin-Cre; MiR29ab1^+/+^* and *Vilin-Cre; MiR29ab1^fl/fl^* littermates following 5 days post DSS. β-actin was used as a loading control. n = 3 mice in each group. Data are presented as mean ± SD. Student's *t*-test. * *P* < 0.05, ** *P* < 0.01.

­­
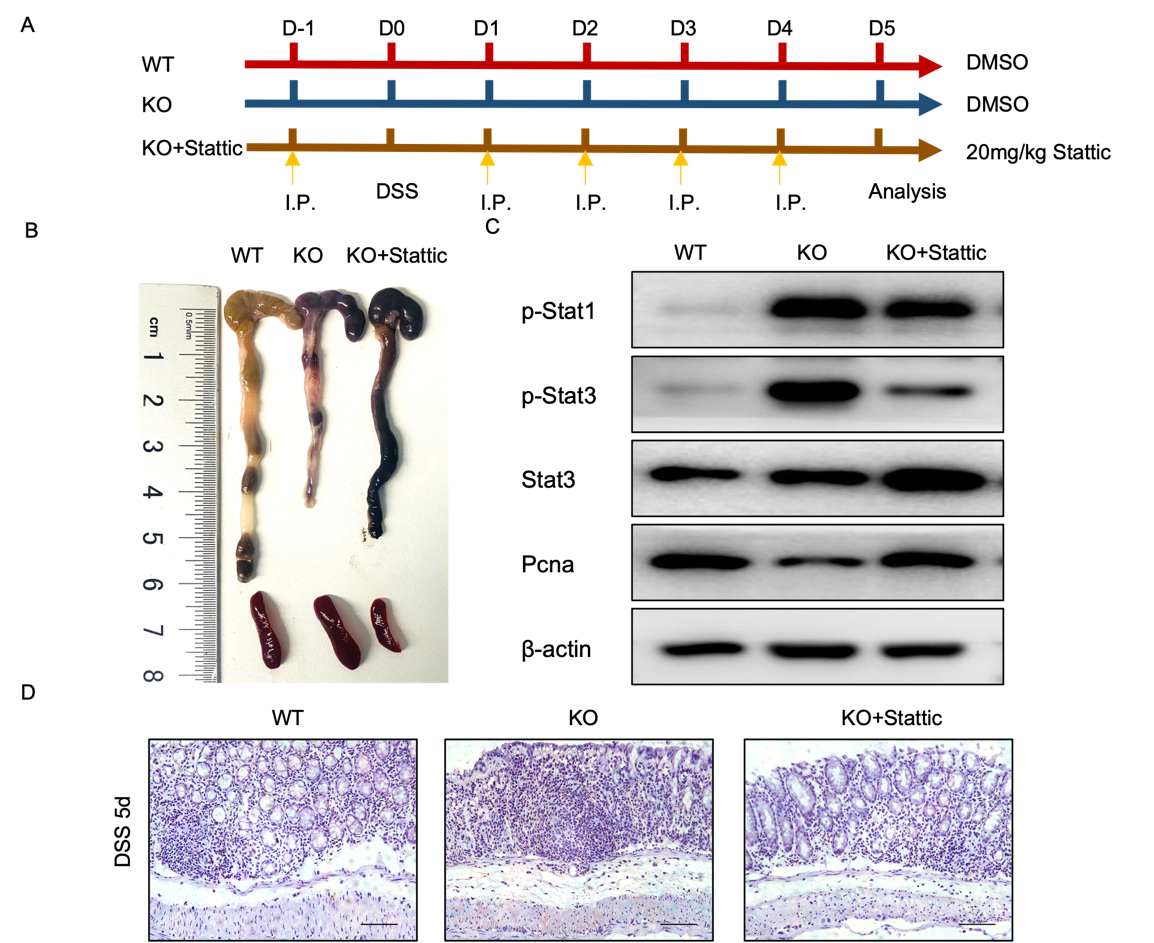

**Supplementary Data Fig. S6.** A, Schematic diagram showing DSS and analysis schedule. B, Histological images of colon following 5 days of DSS treatment. C, Western blotting for p-Stat1, p-Stat3, Stat3, and Pcna from *MiR29ab^+/+^*, *MiR29ab^-/-^* and *MiR29ab^-/-^* mice treated with Stattic following 5 days post DSS. β-actin was used as a loading control. n = 2-3 mice in each group. D, Histological images of colonic tissue from *MiR29ab^+/+^*, *MiR29ab^-/-^* and *MiR29ab^-/-^* mice treated with Stattic following 5 days post DSS. Scale bar: 50 µm. n = 2-3 mice in each group.

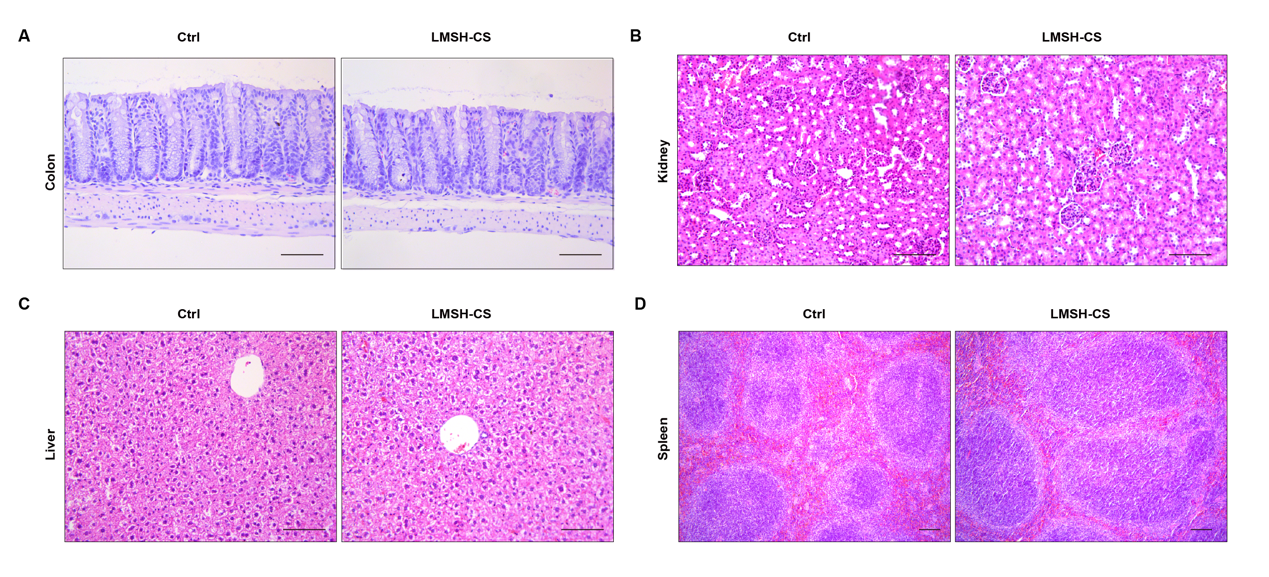

**Supplementary Data Fig. S7. LMSH-CS hydrogel exhibits no toxicity.** A-D, Histology for colon, kidney, liver and spleen from control and LMSH-CS hydrogel treated mice. Scale bar: 50 μm. n = 6 mice in each group. Data are presented as mean ± SD. Student's *t*-test. * *P* < 0.05, ** *P* < 0.01.

# Supplementary material for: MiR‐29a/b Suppresses CD8+ T Cell Effector Function and Intestinal Inflammation
**Source:** Exploration (Beijing). 2025 Jun 10;5(4):20240363. doi: 10.1002/EXP.20240363
**Supplement:** Supplementary file 2 — exp270058‐sup‐0002‐tableS1‐S4.docx.

**Supplementary Table 1. Sequences for miR-29.**

| Primer name | Sequence (5' -3') |
| --- | --- |
| mimics-NC | 5'-UUGUACUACACAAAAGUACUG-3'  3'-CACUGAUUUCAAAUGGUGCUAUU-5' |
| mimics-miR-29 | 5'- UAGCACCAUUUGAAAUCAGUGUU -3'  3'- CACUGAUUUCAAAUGGUGCUAUU -5' |
| inhibitor-NC | 5'-CAGUACUUUUGUGUAGUACAA-3' |
| inhibitor-miR-29 | 5'-UAACCGAUUUCAGAUGGUGCUA-3' |

**Supplementary Table 2. Sequences used for dual luciferase activity assays.**

| Carrier name | Sequences (5'-3) |
| --- | --- |
| GP-miRGLO-mmu-Lincpint-*miR-29*-WT | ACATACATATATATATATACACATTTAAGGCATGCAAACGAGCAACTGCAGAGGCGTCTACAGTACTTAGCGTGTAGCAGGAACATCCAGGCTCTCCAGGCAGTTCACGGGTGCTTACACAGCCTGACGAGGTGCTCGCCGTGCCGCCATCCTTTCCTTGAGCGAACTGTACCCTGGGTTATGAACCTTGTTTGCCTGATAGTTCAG |
| GP-miRGLO-mmu-Lincpint-*miR-29*-Mut | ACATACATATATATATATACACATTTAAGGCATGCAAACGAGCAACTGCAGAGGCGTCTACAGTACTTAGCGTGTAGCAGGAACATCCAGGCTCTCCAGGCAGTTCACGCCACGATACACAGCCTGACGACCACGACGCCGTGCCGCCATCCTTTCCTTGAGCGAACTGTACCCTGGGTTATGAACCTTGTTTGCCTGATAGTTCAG |

**Supplementary Table 3. Primers for Quantitative Reverse-Transcriptase Polymerase Chain Reaction in this study.**

| Gene | Forward primer 5'-3' | Reverse primer 5'-3' |
| --- | --- | --- |
| *M-Ocln* | TTGAAAGTCCACCTCCTTACAGA | CCGGATAAAAAGAGTACGCTGG |
| *M-Tjp1* | GCCGCTAAGAGCACAGCAA | TCCCCACTCTGAAAATGAGGA |
| *M-Stat3* | CAATACCATTGACCTGCCGAT | GAGCGACTCAAACTGCCCT |
| *M-Akr1b8* | GACCAAGGCAGAATCCTCACC | AGATGCCCTTCGAGTGACAGT |
| *M-Lincpint* | GGAGGGTCCTTGCCTCACT | TGATCTGTGGTCATGTACTCCTG |
| *M-Chga* | ATCCTCTCTATCCTGCGACAC | GGGCTCTGGTTCTCAAACACT |
| *M-Clu* | AGCAGGAGGTCTCTGACAATG | GGCTTCCTCTAAACTGTTGAGC |
| *M-Anxa1* | ATGTATCCTCGGATGTTGCTGC | TGAGCATTGGTCCTCTTGGTA |
| *M-Cdh1* | CAGGTCTCCTCATGGCTTTGC | CTTCCGAAAAGAAGGCTGTCC |
| *M-Chgb* | GCTCAGCTCCAGTGGATAACA | CAGGGGTGATCGTTGGAACAC |
| *M-Mov10* | GAGGTTCGAGAGTTTTCTGGC | GCGATCTTCATTCCATACAGCAT |
| *M-Meis3* | CTTCTGTCACCGCTACATCAC | CTACCATCCCGATCCTCAATCA |
| *M-P2rx7* | GACAAACAAAGTCACCCGGAT | CGCTCACCAAAGCAAAGCTAAT |
| *M-Sult1d1* | ATGTCTTCAGGAGGGAGTTAGTG | CATCAGGCCGGGCTTCAAA |
| *M-Ugt8a* | ACTCCATATTTCATGCTCCTGTG | AGGCCGATGCTAGTGTCTTGA |
| *M-Pcna* | TTTGAGGCACGCCTGATCC | GGAGACGTGAGACGAGTCCAT |
| *M-Ccnd1* | GCGTACCCTGACACCAATCTC | CTCCTCTTCGCACTTCTGCTC |
| *M-Ascl2* | AAGCACACCTTGACTGGTACG | AAGTGGACGTTTGCACCTTCA |
| *M-Sca1* | AGGAGGCAGCAGTTATTGTGG | CGTTGACCTTAGTACCCAGGA |
| *M-Il6* | AGATACCACCAAGACCCACC | GGTGACCAGGGAGATTCGAA |
| *M-Ifng* | ATGAACGCTACACACTGCATC | CCATCCTTTTGCCAGTTCCTC |
| *M-p65* | AGGCTTCTGGGCCTTATGTG | TGCTTCTCTCGCCAGGAATAC |
| *M-Tgfb* | CTCCCGTGGCTTCTAGTGC | GCCTTAGTTTGGACAGGATCTG |
| *M-Gapdh* | GTGCCGCCTGGAGAAACCT | AAGTCGCAGGAGACAACC |
| *M-Cldn1* | GGGGACAACATCGTGACCG | AGGAGTCGAAGACTTTGCACT |
| *M-Il1b* | TGCACTACAGGCTCCG | TGCCGTCTTTCATTACAC |
| *M-Tnfa* | CCCTCACACTCAGATCATCTTCT | GCTACGACGTGGGCTACAG |
| *M-Stat1* | CCTGCGTGCAGTGATCGTTT | TCCAAATGCTTCCGTTCCCA |
| *M-Cxcl1* | CTGGGATTCACCTCAAGAACATC | CAGGGTCAAGGCAAGCCTC |
| *M-Cxcl2* | CCAACCACCAGGCTACAGG | GCGTCACACTCAAGCTCTG |
| *M-Cxcl3* | AACCGAAGTCATAGCCACAC | ACTTCTCTCCTGTCAGTTGGTG |
| *H-Lincpint* | GGCTGAGCTAGGTTTGCCAT | CAAGAGGTAGCTGGCGGAAA |
| *H-Akr1b8* | GTGACACCAGCACGCATTG | GCATTGAAGGGATAGTCTTCCAA |
| *H-Gapdh* | GGAGCGAGATCCCTCCAAAAT | GGCTGTTGTCATACTTCTCATGG |

**Supplementary Table 4. Sequences of the RT and RT-PCR primers for *miR-29a/b*.**

| Primer name | Sequence (5' -3') |
| --- | --- |
| miR-29a RT | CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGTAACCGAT |
| miR-29b RT | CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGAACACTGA |
| U6-RT | CGCTTCACGAATTTGCGTGTCAT |
| RT-miR-29a-F | TCACGTAGCACCATCTGAA |
| RT-miR-29b-F | TCACGTAGCACCATTTGAAA |
| RT-miR-29a/b-R | GTCAGTCCGTTTGGCCAGTA |
| RT-U6-F | CTCGCTTCGGCAGCACA |
| RT-U6-R | AACGCTTCACGAATTTGCGT |

How the deposited data were processed for this re-analysis (not part of the article)

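RNA sequencing of colon tissue was analysed in 14 mice of 2 genotypes, in 2 experiments. Without DSS there were 4 WT mice and 4 *MiR-29ab1-/-* mice, and after 3 days of 3.5% DSS there were 3 WT mice and 3 *MiR-29ab1-/-* mice. The sample labels give crypts of the small intestine as the tissue, and the paper's colon was used. The low levels of smooth muscle genes argue against the whole colon wall, so the tissue may be an epithelial part of the colon. The reads on genes of the Y chromosome (*Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y*) were 0 in all 14 mice, and *Xist* had 13502 to 22263 reads without DSS and 5773 to 8241 reads after DSS.

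The authors deposited raw counts of reads per gene, not normalized, in a table for each experiment. The paper and the labels do not state the aligner, the counting tool, the genome build, the use of strand or the test. Of the gene identifiers, 55230 of 55889 without DSS and 54495 of 54721 after DSS are in GENCODE vM21 on GRCm38, and of these 99.47% and 98.33% have the same start and end there, so positions are given on GRCm38. Gene lengths and types differ between the 2 tables, which were therefore tested separately. The authors also deposited FPKM values for the same genes. Without DSS, the ratio of FPKM to counts per gene length and total count varied between mice as the inverse of the TMM factors (Pearson's r 0.995 over 8 mice, from 10248 genes), so the authors' FPKM values include a scaling of this kind. The FPKM columns after DSS, 6 in all, were not used because their names did not match a mouse. The authors deposited p values, adjusted p values and log2 fold changes of their own comparison, which were only set beside the values computed here.

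Genes were tested with edgeR 4.0.16 in R 4.3.3. Counts were filtered by edgeR's filterByExpr (minimum count 10, minimum total count 15), scaled by TMM, and compared between genotypes within each table by glmQLFit and glmQLFTest with robust estimation. This left 15441 genes without DSS and 14908 after DSS. Gene lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 8 lists of an experiment. Single genes and the mean of a list per mouse were also compared by two-sided exact permutation tests, which cannot go below 0.0286 with 4 mice against 4 or below 0.1 with 3 against 3. *Ifng* without DSS had too few reads for edgeR's filter, so its difference in mean log2 CPM was tested by exact permutation. Sites for miR-29 were taken from the 3′ UTRs of protein-coding transcripts in GENCODE vM21, as matches to TGGTGCTA (8mer) or TGGTGCT (7mer-m8). The interaction of genotype and DSS was tested in one model over all 14 mice. Genes named in the text are those that the paper names, those of the lists, and, per experiment, the 5 higher and 5 lower genes with the smallest unadjusted p whose genotypes did not overlap in CPM. The sample mapping, the designs, the rule for named genes and the alternatives were written before the data were examined, except where the text says otherwise.

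The alternatives were DESeq2 1.42.0, RLE size factors, no filter on low counts, at least 10 counts in every mouse, protein-coding genes only, scores of smooth muscle or B cell genes as covariates, all 14 mice in one model, the replicate number as a block, limma on log2(FPKM + 1) and log2(FPKM + 0.1) for genes with a mean FPKM of at least 0.1, the inter-gene correlation estimated from the data, and each mouse left out in turn. DESeq2 with no filter on low counts was added after seeing the data. The replicate numbers come from the sample labels of the mice without DSS, and mice of the same number are different animals.

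The test was tried on simulated counts drawn with the means and library sizes of the real mice, with 200 genes changed 2-fold. The changed genes were drawn from those above a minimum mean CPM, which genes such as *Ifng* and *Icos* do not reach. Each gene varied independently of the others, so variation shared between genes of a mouse was not simulated. Without DSS, 167 of the 200 (83.5%) passed an adjusted p under 0.05, and 15 unchanged genes did. After DSS the numbers were 157 (78.5%) and 4, and in neither experiment was a changed gene called in the wrong direction. Unchanged genes had an unadjusted p under 0.05 in 4.54% and 4.56% of cases. DESeq2 gave 182 and 173 of the 200, and limma 162 and 145. Total counts per mouse were between 14231157 and 18185020 without DSS and between 20076719 and 23153149 after DSS, and 3 reads, the floor used here, are 0.165 to 0.211 CPM and 0.130 to 0.149 CPM. Bounds from this floor cover counting error only. Results for some single genes are not reported here. Gene ontology and pathway collections were not used here, nor were the human tissue data or the samples that the paper excluded.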

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

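The tests of mislabelled mice, of linked strain DNA and of counting noise were chosen only after the results they bear on were seen, and the test of T cell content was narrowed to genes outside the T cell list after its first values were seen.

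Transcripts beside the deleted hairpins on chromosome 6 were higher in *MiR-29ab1-/-* mice than in WT mice. The paper lists reporters and primers for *Lincpint*, the same gene as *Lncpint*, in its supplementary tables, and its text does not report the sequencing values of these transcripts. *Lncpint* had a log2 fold change of 7.47 without DSS and 6.81 after DSS, *Gm27019* was at least 133-fold higher (132.5 before rounding) and at least 74.5-fold higher, and the transcript without a gene name had a log2 fold change of 11.05 without DSS. In 14 of 14 mice the CPM of *Lncpint* was on the side of the mouse's label. As this is the pattern itself, and the hairpins had almost no reads, the labels have no independent check here. DNA of another strain linked to the targeted allele would be expected to change neighbouring genes too. Within 10 Mb of the hairpins, 5 of 94 other genes tested had an unadjusted p under 0.05 without DSS (5.32%, against 3.64% elsewhere, Fisher's exact test p = 0.397), and 5 of 90 after DSS (5.56%, against 7.22%, Fisher's exact test p = 0.684). Within 1 Mb, 0 of 12 tested genes were called in either experiment at an unadjusted p under 0.05. One hypothesis is that the targeted allele itself may change transcription across the locus, so that RNA is made on both sides of the deletion. How the allele was built was not analysed here, and reads of overlapping transcripts could not be separated by strand, so the pattern cannot be told apart from a product of the targeting.

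The *Gm27019* level of WT replicate 2 without DSS, −2.05 log2 CPM, stood apart from the other WT mice. It rests on a count of 2 against 0 in the other 3 mice, under the floor of 3 counts, so counting noise may be all there is to it. It is the 1 value that stood apart among 38 groups, where 1.9 would be found by chance. No biological explanation was tested.

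Genes with the 8mer site for miR-29 in the 3′ UTR, TGGTGCTA, were higher in *MiR-29ab1-/-* mice. The mean log2 fold change was 0.086 without DSS (402 genes, adjusted p = 1.5e-05 from limma's camera, with adjusted p from 1.5e-05 to 0.0890 over the alternatives that kept all mice) and 0.072 after DSS (403 genes, adjusted p = 0.0360 from limma's camera, from 0.0360 to 0.259). Of these genes, 66.2% and 56.6% were higher, against 47.0% and 47.2% of the genes without a site. Over all 8-base words of the same bases found in at least 50 genes, a share of 0.00428 (4 of 935) without DSS and 0.00749 (7 of 934) after DSS had as large a difference. Among 10000 random lists matched on 3′ UTR length, GC content and expression, the share with as large a mean was 1e-04 in both experiments, the smallest they can give. With the real split included, as large a mean was found in 4 of 8 splits of the mice that separate same-numbered mice without DSS (7 of all 35 splits) and in 1 of 10 after DSS. After DSS none of the 9 other splits reached it, but 1 of 10 is the smallest share that 3 mice against 3 can give, so a grouping by chance is not ruled out in either experiment. Genes with the shorter site TGGTGCT (7mer-m8), the type found in *Ifng*, had a mean of 0.046 without DSS (1557 genes) and 0.0047 after DSS (1554 genes), against 0.0070 and 0.00064 for genes without a site. Loss of repression by miR-29 is a candidate explanation for the 8mer genes, as a hypothesis.

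The genotype effect of 6 gene lists differed between mice with and without DSS by limma's camera on the interaction. The paper took the genes of Fig. 4E and Fig. 4G from these same mice after DSS. For those lists the choice of genes alone favours a larger effect after DSS, and the IL-17 response list shares genes with Fig. 4E. The mean interaction, over the genes of a list tested in one model of all 14 mice, was 1.64 for the IL-17 genes of Fig. 4E (adjusted p = 3.3e-05), 0.83 for the JAK-STAT genes of Fig. 4G (adjusted p = 1.4e-04), 0.69 for the IL-17 response list (adjusted p = 7.6e-04), −0.90 for the interferon response list (adjusted p = 9.99e-04), 0.69 for the T cell list (adjusted p = 7.6e-04) and 0.46 for the CD8 effector list (adjusted p = 0.0285). For all but the interferon response list this model tested more genes than the separate fit without DSS (15 of the IL-17 response list, against 4), so these need not equal the differences of the separate means. With the inter-gene correlation estimated from the data, the adjusted p from limma's camera was 0.445 for the first 3 and 0.510 for the other lists. Regrouping the mice within each experiment, 1400 ways in all, gave an exact permutation p of 0.196 to 0.484 for the 6 lists, and 0.646 for each of them after adjustment. Over the genes of the same annotated length in both tables, the values were 1.92, 0.83, 0.82, −0.89, 0.69 and 0.46 in the same order. This went against different annotation releases as the cause for the interferon response list, where 24 of 29 genes were kept. The other lists lost 1 gene or none, so the test says little about them. The experiments differ in DSS, in annotation release and in the mice, and as the exact tests do not pass, the differences cannot be told apart from variation between mice.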

How the results depend on the processing

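No test in this part was chosen only after the result was seen, except DESeq2 with no filter on low counts, an alternative added after seeing the data. Of the results under all alternatives, mice left out included, 297 kept their direction and side of the threshold or stayed within their spread, 46 moved, 14 reversed, 11 became stronger and 10 weaker. Where a result changed, the cause was not tested unless it is given.

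The counts of genes called without DSS (322 higher and 244 lower at an unadjusted p under 0.05, 3 and 0 adjusted) were 703 and 396 with no filter on low counts, with 7 and 4 adjusted. DESeq2 gave 12 and 9 adjusted calls. Of the remaining alternatives, at least 10 counts in every mouse and protein-coding genes only gave 0 adjusted calls (278 and 266 higher at an unadjusted p under 0.05), because both filters remove the 3 transcripts of the locus, which have fewer than 10 reads in a WT mouse and are not annotated as protein-coding, the smooth muscle score gave 382 lower, and log2(FPKM + 1) and log2(FPKM + 0.1) gave 1 and 2 adjusted lower calls. DESeq2 with no filter gave 493 higher, with 10 higher and 9 lower adjusted. With single mice left out, 281 to 422 genes were higher and 170 to 336 lower, and 3 to 4 and 0 to 1 adjusted.

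After DSS (593 higher and 485 lower, 2 and 0 adjusted), no filter gave 1037 and 782, with 32 and 14 adjusted, and DESeq2 gave 40 and 14 adjusted. At least 10 counts and protein-coding genes only gave 0 adjusted higher calls for the same reason (546 and 550 at an unadjusted p under 0.05), and the smooth muscle score and the B cell score gave 0 as well (528 and 685). DESeq2 with no filter gave 36 and 11 adjusted. With single mice left out, 268 to 1288 genes were higher and 215 to 1242 lower, and 0 to 54 and 0 to 39 adjusted, so the counts after DSS depend on single mice. For the interaction, 0 genes with a larger effect after DSS were found in each of the 14 fits that left out one mouse, and 0 to 1 with a smaller effect, with 660 genes at an unadjusted p under 0.05 over all mice.

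RLE size factors kept the direction and side of the threshold of 16 of 16 list results. The inter-gene correlation estimated from the data kept 8 of 16 and took the other 8 past an adjusted p of 0.05, while the means stayed as they were. These were the interferon response list without DSS (0.75, adjusted p = 0.436 from limma's camera), the 8mer genes without DSS (0.086, 0.0890), and after DSS the IL-17 genes of Fig. 4E (1.75), the JAK-STAT genes of Fig. 4G (1.04), the T cell list (0.97), the CD8 effector list (0.81), the 8mer genes (0.072), all at 0.259, and the IL-17 response list (1.35, 0.295). The smooth muscle score made the JAK-STAT genes of Fig. 4G (0.33, adjusted p = 0.0373 from limma's camera, with 0.0373 to 0.726 over the alternatives) and the JAK-STAT core list (0.18, 0.0257, with 0.0257 to 0.726) stronger without DSS.

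The replicate number as a block, without DSS, reversed the IL-17 response list (0.059) and the CD8 effector list (−0.066) and kept 6 of 8 lists. Mice of the same number did not deviate together (mean correlation of deviations −0.051, from −0.19 to 0.15, against 0.017 for other pairs). After DSS, no paired analysis was run, because the numbers in the column names are not the replicate numbers of the sample labels. A pairing by the column numbers was not tried. For *Ifng* without DSS, a test of the differences within replicate numbers, planned before the data but run after they were seen, gave the same mean difference, 0.83 (exact sign-change test, p = 0.625). The correlations between mice and the overlap of the experiments were not run with the block.

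With single mice left out, the lists after DSS ranged from 1.26 to 2.29 (IL-17 genes of Fig. 4E), 0.94 to 1.87 (IL-17 response), 0.86 to 1.29 (JAK-STAT genes of Fig. 4G), 0.62 to 1.33 (T cell), 0.49 to 1.09 (CD8 effector), 0.11 to 0.34 (JAK-STAT core), 0.075 to 0.11 (8mer genes) and −0.58 to 0.29 (interferon response). The first 5 of these kept their direction and their adjusted p under 0.05 in all 6 fits, and the 8mer genes in 4 of the 6. Without DSS they ranged from −0.091 to 0.33, −0.31 to 0.39, −0.18 to 0.63, −0.43 to 0.86, −0.71 to 0.84, 0.031 to 0.20, 0.055 to 0.14 and 0.33 to 0.93 in the same order, and the 8mer genes and the interferon response list kept theirs in all 8 fits. *Ifng* ranged from 0.53 to 1.13 after DSS and from 0.089 to 1.43 without.

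The lowest Spearman correlation between mice of a genotype rose over the genes kept by the filter, to 0.973 without DSS and 0.981 after DSS, and Pearson's r of log10(FPKM + 1) was 0.982 without DSS. The median correlation of *Ifng* with the genes of Fig. 5E (0.51 over 6 mice) was 0.31 as deviations from the genotype means, −0.40 without 2 mice and 0.34 over 14 mice, as deviations from the 4 group means. Over the 14 mice, 3 of the 14 genes had a permutation p under 0.05 and 2 an adjusted p under 0.05, *Stat4* (rho 0.85, adjusted permutation p = 0.0029) and *Jak3* (rho 0.83, adjusted permutation p = 0.0039). The value of *Jak3* rests on the mice without DSS, and permuting deviations across the groups can make p too small.

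Not run after DSS were limma on FPKM and Pearson's r of FPKM, whose columns matched no mouse. Not run for *Ifng* without DSS were DESeq2 with the filter, at least 10 counts, protein-coding genes only, and the covariates, since the filter removes the gene. Depth limits the IL-17 genes without DSS, of which 3 of 11 had enough reads for a test, and *Ifng*, with 0 to 26 reads per mouse.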

Differences from the paper's values

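Without DSS, 322 genes were higher in *MiR-29ab1-/-* mice at an unadjusted p under 0.05, against the paper's 493. Of the alternatives set before the data were examined, 12 came within 1.5 times of the paper's value. They were DESeq2 (354), no filter on low counts (703), the smooth muscle score (431), all 14 mice in one model (339), the replicate number as a block (337), log2(FPKM + 1) (427), log2(FPKM + 0.1) (449) and leaving out replicate 1 (418) or 2 (342) of the WT mice or replicate 1 (349), 2 (329) or 3 (422) of the *MiR-29ab1-/-* mice. The other 7 did not, namely RLE size factors (327), at least 10 counts in every mouse (278), protein-coding genes only (266), the B cell score (288) and leaving out replicate 3 (309) or 4 (281) of the WT mice or replicate 4 (297) of the *MiR-29ab1-/-* mice. DESeq2 with no filter on low counts, chosen after seeing the values, gave 493 higher and 305 lower genes without DSS and 753 and 531 after DSS, the paper's values.

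The lowest Spearman correlation between mice of a genotype, over genes with a count in either mouse, was 0.945 without DSS. The paper's was about 0.97 in Fig. S2R, read by eye. Over the genes kept by the filter, the lowest correlation here was 0.973, which closed the gap, and Pearson's r of log10(FPKM + 1), at 0.982, did not. After DSS the lowest correlation was 0.952, against the paper's about 0.98 in Fig. S4A, read by eye. Over the genes kept by the filter it was 0.981, which closed the gap.

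The paper states that genes of interferon signaling were among the changed genes after DSS as they were without DSS. Here 0 of 29 genes of the interferon response list had an unadjusted p under 0.05 after DSS, with a mean log2 fold change of −0.17. Leaving out WT mouse c (0.29, adjusted p = 0.0147 from limma's camera) or one of the *MiR-29ab1-/-* mice, mouse b (0.16, adjusted p = 0.0033 from limma's camera) gave higher expression of this list, and leaving out WT mouse a gave lower expression (−0.58, adjusted p = 2.4e-06 from limma's camera). Over the 6 fits the adjusted p was 2.4e-06 to 0.534. For the JAK-STAT core list after DSS, the adjusted p was 0.0562, and 0.0114 with WT mouse c left out (0.34), from 0.0114 to 0.448 over the 6 fits. The paper's statement on genes of T helper 17 cells after DSS is not compared here gene by gene. Of a list of 8 genes of IL-17, its receptors and T helper 17 cells, 3 were tested after DSS. Of these 3, 1 was higher, with log2 fold changes from −0.32 to 0.0065. Their mean log2 CPM per mouse differed by −0.15 (two-sided exact permutation test, p = 0.4). With most of the list untested, these values do not decide the paper's statement. The paper states that *Ifng* was highly expressed in *MiR-29ab1-/-* mice after DSS. The log2 fold change here was 0.87, with an adjusted p of 0.67 from edgeR's quasi-likelihood test, and no alternative gave an adjusted p under 0.05. Leaving out one of the *MiR-29ab1-/-* mice, the sole fit with an unadjusted p under 0.05, gave 1.13.

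The paper states that genes of T cell activation, interferon, JAK-STAT and IL-17 signaling had changed without DSS. For interferon, 29 of 29 genes of the list here were higher, 8 of them at an unadjusted p under 0.05. With the estimated inter-gene correlation, the adjusted p from limma's camera was 0.436. The paper's statement rests on the genes of Fig. 2C-E. Those of Fig. 4E and Fig. 4G were taken from mice after DSS, so their values without DSS do not settle it. Here 0 of 14 JAK-STAT genes of Fig. 4G and 0 of the 3 tested IL-17 genes of Fig. 4E had an unadjusted p under 0.05. Of the 18 tested genes of the JAK-STAT core list, 1 was higher at that cutoff. The adjusted p of limma's camera was 0.528 for the T cell list and 0.189 for the JAK-STAT genes of Fig. 4G. It was 0.137 for the JAK-STAT core list and 0.528 for the IL-17 genes. The other IL-17 genes of Fig. 4E had too few reads for a test. Of these, *Fosl1*, with 1 to 17 reads per mouse, had a log2 fold change of 1.97 in the authors' own comparison (unadjusted p = 0.0383, test not stated). There, *S100a9*, *Cxcl5*, *Cxcl1* and *Lcn2* had unadjusted p values of 0.452 to 0.947. With the smooth muscle score, the adjusted p of limma's camera was 0.0373 for the JAK-STAT genes of Fig. 4G and 0.0257 for the JAK-STAT core list. Leaving out replicate 1 of the WT mice or replicate 1 or 2 of the *MiR-29ab1-/-* mice gave an adjusted p under 0.05 with higher expression for the JAK-STAT genes of Fig. 4G (0.63, 0.43 and 0.41) and the T cell list (0.86, 0.54 and 0.55). Leaving out replicate 1 of the *MiR-29ab1-/-* mice did so for the JAK-STAT core list (0.20). Leaving out replicate 4 of the *MiR-29ab1-/-* mice gave −0.43 for the T cell list and −0.71 for the CD8 effector list, with an adjusted p of 0.0179 from limma's camera for both.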

Other observations

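The hypotheses in this part were stated before the values they test were seen, except that T cell content was retested on genes outside the T cell list after its first values were seen.

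Splits of the mice into other groups of the same sizes were compared with the genotypes, and every number of splits includes the real one. Without DSS, 8 of the 35 splits separate all same-numbered mice as the genotypes do, and the other splits keep some of these mice together. With 8 splits, or with 10 after DSS, no share under 0.05 can be reached. As many higher genes at an unadjusted p under 0.05 were found in 7 of 8 splits without DSS (20 of all 35) and 4 of 10 after DSS, and as many lower genes in 7 of 8 (28 of 35) and 4 of 10. For the 3 and 2 adjusted higher genes the numbers were 1 of 8 (2 of 35) and 2 of 10. For the 0 adjusted lower genes (244 and 485 unadjusted) they were 8 of 8 and 10 of 10, which any result would give. As large a mean was found for the interferon response list in 1 of 8 splits without DSS (5 of 35) and 8 of 10 after DSS, for the IL-17 genes of Fig. 4E in 5 of 8 (17 of 35) and 3 of 10, for the JAK-STAT genes of Fig. 4G in 6 of 8 (22 of 35) and 2 of 10, for the IL-17 response list in 8 of 8 (34 of 35) and 3 of 10, and for the JAK-STAT core list in 5 of 8 (11 of 35) and 2 of 10. The T cell list and the CD8 effector list both had 6 of 8 and 2 of 10 (25 and 29 of 35). At an unadjusted p under 0.05, the number of genes called without DSS is therefore no more than most other groupings of these mice give. After DSS, 3 of the 9 other groupings give as many. All 3 set *MiR-29ab1-/-* mouse c with 2 WT mice and keep the other 2 *MiR-29ab1-/-* mice together. With mouse c left out, 1288 genes were higher and 1242 lower. As all 3 groupings turn on this mouse and keep part of the genotype contrast, they do not show what chance alone gives.

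For the difference of the genotype effect between the experiments, 0 genes passed an adjusted p under 0.05 in either direction, and 100 of 100 regroupings gave as many in each direction, as they must for a count of 0. At an unadjusted p under 0.05 there were 660 genes, and 63 of 100 regroupings gave as many, with a median of 776. Of the 14241 genes tested in both experiments, 503 without DSS and 1011 after DSS had an unadjusted p under 0.05, and 57 were called in both, where 35.7 would be by chance. Of these, 55 had the same direction (24 higher and 31 lower) and 2 the opposite. Across genes, which are not independent replicates, the log2 fold changes of the experiments had a Spearman's correlation of 0.11. Of the 160 combinations of a split of each experiment, 17 gave as many called in the same direction, with a median of 12.5, a share above 0.05, so this overlap cannot be told apart from a grouping by chance.

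The interferon response list was higher without DSS (mean log2 fold change 0.75, 29 of 29 genes). A share of 1e-04 of 10000 random lists matched on gene length and expression had as large a mean, the smallest they can give. With the T cell score as a covariate the mean was 0.55 (adjusted p = 9.8e-12 from limma's camera), so neither gene length and expression nor T cell content accounts for it in full. With all libraries thinned to the smallest the mean was 0.75, but values scaled to library size hardly move with thinning, so the difference in depth between the genotypes is not ruled out. As large a mean was found in 5 of all 35 splits of the mice, and the estimated inter-gene correlation gave an adjusted p of 0.436, so it cannot be told apart from a grouping by chance. Higher interferon signaling in *MiR-29ab1-/-* mice without DSS remains a hypothesis.

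After DSS, the shares of matched random lists with as large a mean were 1e-04, the smallest they can give, for the IL-17 genes of Fig. 4E, the T cell list and the CD8 effector list. With libraries thinned to the smallest, their means were 1.74, 0.97 and 0.79, with the same limit as without DSS. With the mean of the T cell list as a covariate, the IL-17 genes of Fig. 4E went from 1.75 to 0.74, the JAK-STAT genes of Fig. 4G from 1.04 to 0.31, and the 8 genes of the CD8 effector list outside the T cell list from 0.75 to 0.033. In the same fit, 107 genes were higher and 120 lower at an unadjusted p under 0.05, against 593 and 485 without the covariate, while without DSS the same covariate gave 391 and 310 against 322 and 244, and the CD8 effector list without DSS went from 0.14 to −0.26 (adjusted p = 7.9e-04 from limma's camera). After DSS, a larger share of T cells in the samples of *MiR-29ab1-/-* mice could be a source of the higher CD8 effector genes, in place of or beside more expression per T cell. For the latter the paper has direct evidence that was not analysed here. It reports more *Ifng* in CD8 T cells by qPCR, and larger shares of CD8 T cells with IFN-γ, granzyme or IL-17 by flow cytometry. The T cell score is itself higher in *MiR-29ab1-/-* mice, so the covariate can also take up an effect of genotype, and counts pooled over the cells of a sample cannot tell these apart.

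*Ifng* without DSS had 5, 2, 3 and 0 reads in WT mice and 0, 2, 7 and 26 in *MiR-29ab1-/-* mice, a difference of 0.83 in mean log2 CPM (two-sided exact permutation test, p = 0.457). The other settings that kept all mice gave 0.31 with log2(FPKM + 1), 0.82 with log2(FPKM + 0.1), 0.83 with RLE size factors and with the replicate number as a block, 2.02 with no filter and with all 14 mice in one model, and 2.11 with DESeq2 and no filter, chosen after seeing the data. The higher mean of *MiR-29ab1-/-* mice rests on 1 mouse with 26 reads. Other transcripts with sites for miR-29 include *Tbx21*, with TGGTGCT at 97098547 to 97098553 of chromosome 11, and *Dnmt3a*, with 2 8mer and 3 7mer-m8 sites. *Dnmt3a* had a log2 fold change of 0.45 (standard error 0.12) without DSS and 0.23 (standard error 0.10) after DSS, and the genotypes did not overlap in either. Of 23 known targets of miR-29, such as collagens, *Sparc* and *Dnmt3a*, 17 of 19 tested were higher without DSS and 15 of 20 after DSS. The unadjusted p was under 0.05 for 7 higher genes without DSS and for 6 higher and 1 lower after DSS, with 0 adjusted over all genes in either. Within the list alone, 2 genes without DSS and 0 after DSS had an adjusted p under 0.05. The genotypes did not overlap, in either direction, in 5 of the 19 genes without DSS and 10 of the 20 after DSS. Chance gives a share of 0.0286 with 4 mice against 4 and 0.1 with 3 against 3, but genes are not independent replicates. The mean of these targets per mouse was 0.33 higher without DSS (two-sided exact permutation test, p = 0.314) and 0.41 higher after DSS (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow).

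The 10 genes that the paper takes from its human tissue data and target database (Fig. 5A) were looked at in the mice after DSS. Of the 10, 5 were higher and 5 lower, with 2 higher and 1 lower at an unadjusted p under 0.05. *Rora* had a log2 fold change of 1.68 (standard error 0.34, adjusted p = 0.65 from edgeR's quasi-likelihood test), *Snrpc* of 0.34 and *Iffo2* of −0.50.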
